# Embryonic endothelial evolution towards first hematopoietic stem cells revealed by single-cell transcriptomic and functional analyses

**DOI:** 10.1038/s41422-020-0300-2

**Published:** 2020-03-20

**Authors:** Siyuan Hou, Zongcheng Li, Xiaona Zheng, Yun Gao, Ji Dong, Yanli Ni, Xiaobo Wang, Yunqiao Li, Xiaochen Ding, Zhilin Chang, Shuaili Li, Yuqiong Hu, Xiaoying Fan, Yu Hou, Lu Wen, Bing Liu, Fuchou Tang, Yu Lan

**Keywords:** Haematopoietic stem cells, Developmental biology

## Abstract

Hematopoietic stem cells (HSCs) in adults are believed to be born from hemogenic endothelial cells (HECs) in mid-gestational embryos. Due to the rare and transient nature, the HSC-competent HECs have never been stringently identified and accurately captured, let alone their genuine vascular precursors. Here, we first used high-precision single-cell transcriptomics to unbiasedly examine the relevant EC populations at continuous developmental stages with intervals of 0.5 days from embryonic day (E) 9.5 to E11.0. As a consequence, we transcriptomically identified two molecularly different arterial EC populations and putative HSC-primed HECs, whose number peaked at E10.0 and sharply decreased thereafter, in the dorsal aorta of the aorta-gonad-mesonephros (AGM) region. Combining computational prediction and in vivo functional validation, we precisely captured HSC-competent HECs by the newly constructed Neurl3-EGFP reporter mouse model, and realized the enrichment further by a combination of surface markers (Procr^+^Kit^+^CD44^+^, PK44). Surprisingly, the endothelial-hematopoietic dual potential was rarely but reliably witnessed in the cultures of single HECs. Noteworthy, primitive vascular ECs from E8.0 experienced two-step fate choices to become HSC-primed HECs, namely an initial arterial fate choice followed by a hemogenic fate conversion. This finding resolves several previously observed contradictions. Taken together, comprehensive understanding of endothelial evolutions and molecular programs underlying HSC-primed HEC specification in vivo will facilitate future investigations directing HSC production in vitro.

## Introduction

The adult hematopoietic system, consisting mainly of hematopoietic stem cells (HSCs) and their multi-lineage progenies, is believed to be derived from hemogenic endothelial cells (HECs) in mid-gestational embryos.^1,2^ It is generally accepted that while still embedded in the endothelial layer and presenting endothelial characteristics, HECs begin to express key hemogenic transcription factor (TF) Runx1 and have hemogenic potential.^3,4^ Different from hematopoietic progenitors, HECs lack the expression of hematopoietic surface markers, such as CD41 and CD45, which mark the population capable of generating hematopoietic progenies when directly tested in colony-forming unit assays.^3,5^ Hematopoietic stem and progenitor cells (HSPCs) are visualized to emerge from aortic endothelial cells (ECs) via a transient and dynamic process called endothelial-to-hematopoietic transition to form intra-aortic hematopoietic clusters (IAHCs).^6–10^ Being located within IAHCs or to the deeper sub-endothelial layers, pre-HSCs serve as the important cellular intermediates between HECs and HSCs, featured by their inducible repopulating capacity and priming with hematopoietic surface markers.^11–15^ The specification of HSC-primed HECs is the initial and one of the most pivotal steps for vascular ECs to choose HSC fate. However, as the precise identity of HSC-primed HECs is not clear, contradictory notions regarding whether primordial or arterial fated ECs are the direct origin of HSC-primed HECs are still under debate. It is proposed that definitive HECs and arterial ECs represent distinct lineages.^16,17^ Moreover, HSCs and arterial ECs are proposed to arise from distinct precursors, characterized by different Notch signaling strengths.^18^ Most recently, HSC-primed HECs have been transcriptionally identified in human embryos, which present an unambiguous arterial property, indicative of their arterial EC origin.^19^

In order to deeply investigate the cellular evolutions and molecular events underlying the specification of HSC-primed HECs and their subsequent commitment to HSPCs, it is necessary to efficiently isolate the HSC-primed HECs, which is proven to be difficult not only because the population is proposed to be small and transient, but also due to the technical challenges to determine their HSC competence.^20^ Considering that not only HSCs but also the transient definitive hematopoiesis during embryogenesis are derived from HECs, repopulating capacity is required for the functional evaluation of the HSC-primed HECs. Previous studies have reported the HSC competence of CD47^+^ but not CD47^−^ ECs in embryonic day (E) 10.5 aorta-gonad-mesonephros (AGM) region and both Dll4^+^ and Dll4^−^ ECs in E9.5 para-aortic splanchnopleura (P-Sp) region.^11,21^ Nevertheless, the enrichment of the above surface markers is far from efficient. Several transgenic reporter mouse models have been established by which HECs could be distinguished from non-HECs, including *Ly6a-GFP*, *Runx1* +*23GFP* (GFP transgenic reporter under the control of Runx1 +23 enhancer) and *Gfi1-Tomato*, and the usage of these reporters largely helps to delineate the process of endothelial-to-hematopoietic transition.^3,14,22–25^ Although expected to a certain extent, the HSC competence of the HECs labeled by these reporters has not been directly validated. Up to date, efficient isolation of the HSC-primed HEC population has not yet been achieved.

With the aim of delineating the molecular events underlying HSC emergence, several single-cell transcriptional profiling studies on HECs, IAHC cells, and HSPCs in the AGM region have been reported in recent years. Using either Runx1 +23GFP or Gfi1-Tomato as the marker of putative HECs, several defined cell populations were transcriptionally profiled by Fluidigm single-cell qPCR or single-cell RNA sequencing (scRNA-seq).^3,14,22^ Moreover, the cellular components of IAHCs were investigated at single-cell level by mechanically picking up single whole IAHCs in the aortas, showing cells with pre-HSC feature are predominantly involved.^14^ Interestingly, contradiction still exists regarding whether HECs and non-HECs are molecularly similar and to what extent the two populations are distinguishable.^14,22^ Since the enrichment efficiency or specificity of the above markers to define the HEC population might be not enough, an unsupervised screening of the embryonic endothelial pool within hematopoietic tissues is required for the precise recognition of HSC-primed HECs.

As compared to human embryos, mouse embryos serve as good models for the researches on the developmental events, especially the development of rare and transient cell populations such as HECs, due to the considerable and schedulable resources, the convenience in the in vivo functional evaluation, and most importantly, the feasibility of genetic manipulations. Here, we first used high-precision single-cell transcriptomics to unbiasedly examine all the EC populations spanning continuous developmental stages covering the presumed time points for the specification of HSC-primed HECs, transcriptomically identified them, and computationally screened for their candidate markers. Based on the consequently precise capture and isolation of the HSC-competent HECs using a combination of surface markers or newly constructed fluorescent reporter mice, we further decoded the cellular evolutions and molecular programs underlying the stepwise hemogenic fate settling from the initial primordial vascular ECs. A series of new findings, including the endothelial-hematopoietic dual potential of HECs and the multi-step fate choice for the specification of HSC-primed HECs, unprecedentedly enrich our understanding of HSC generation in vivo and should be extremely critical to inspire new approaches for stepwise HSC regeneration from pluripotent stem cells.^26^

## Results

### Transcriptomic identification of HECs in the AGM region

We first analyzed mouse embryos from E9.5, when the initial IAHC formation in the aorta occurs,^7^ to the stage of the appearance of HSCs at E11.0^27^ (Supplementary information, Fig. S1a). The embryo proper was isolated, and the vitelline and umbilical vessels outside the embryo proper as well as head, limb buds, heart, and visceral bud were excluded (Fig. 1a). To specifically capture the aortic luminal ECs in the AGM region, we performed microinjection of fluorescent dye Oregon green into the dorsal aortas of E10.0–E11.0 embryos as reported^12^ (Fig. 1a; Supplementary information, Fig. S1b). The sampled cells were purified by FACS as CD45^−^CD31^+^CD144^+^, which contained predominantly vascular ECs and CD41^+^ hematopoietic cells. Meanwhile, CD45^−^CD31^−^CD144^−^ non-EC cells in the body were used as negative controls (Fig. 1a). We used unique molecular identifier (UMI)-based scRNA-seq method to accurately measure the gene expression profiles within individual cells. In totally 662 sequenced single cells, 597 single-cell transcriptomes passed rigorous quality control. 

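The initial data set held 662 cells in 20 libraries, and 597 of them passed the authors' filter on genes and transcripts per cell. These libraries were 8 of E9.5 body, 8 of E10.0 body, 2 of E10.0 dorsal aorta (DA) and 1 DA library each of E10.5 and E11.0. Cells were picked singly and their RNA was read by modified STRT-seq, in which every transcript carries a random tag of 8 nucleotides, the unique molecular identifier (UMI). The deposited files give UMI counts for 23154 genes, and the UMI total and gene count of 1432 of 1432 cells in all files equalled those of Table S1 exactly. Libraries held 10414034 to 50813793 UMIs, and the cells that passed had a median of 527440 UMIs and 7200 genes and a mean of 636418 UMIs and 7035 genes. Cells of a library are not independent replicates, so counts were summed per library and author cluster where at least 4 cells were present. The summed groups were normalized by TMM and compared with edgeR's quasi-likelihood test. A gene is called higher or lower at an adjusted p under 0.05 and a log2 fold change of at least 1, and levels are UMI counts scaled to a common library total (CPM) ± SD across libraries. The clusters were drawn by the authors from the same values, so a gene's difference between them is not independent evidence for the clusters. The paper gives 29 embryos for these cells but not which embryos went into which library, so p-values measure only the spread between these libraries.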

On average we detected 7035 genes (from 2266 to 10,843) and 636,418 transcripts (from 103,793 to 2,959,573) expressed in each individual cell (Supplementary information, Fig. S1c).

**Fig. 1:**
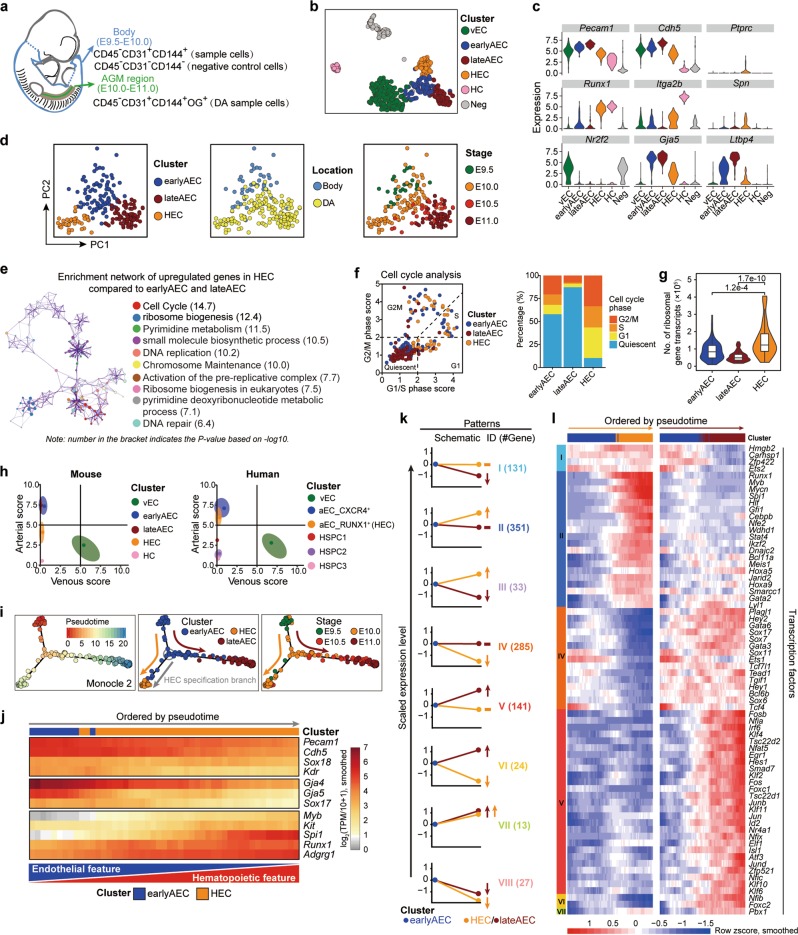
Transcriptomic identification and molecular characteristics of the HECs in the AGM region. **a** Schematic illustration of the strategies used for embryo dissection and cell preparation for the subsequent scRNA-seq. The involved body part and the AGM region is indicated as blue and green, respectively, with head, limb buds, heart, visceral bud, and umbilical and vitelline vessels outside the embryo proper excluded. **b** t-SNE plots with clusters mapped onto it. **c** Violin plots showing the expression levels of indicated genes in six clusters identified in the initial dataset. **d** PCA plots with three clusters (earlyAEC, lateAEC and HEC) (left), sampling locations (middle) and embryonic stages (right) mapped onto it. **e** Metascape network enrichment analysis with top 10 enriched terms exhibited on the right. Each cluster is represented by different colors and each enriched term is represented by a circle node. Number in the bracket indicates the *P* value based on −log10. **f** Classification of the indicated cells into quiescent phase and other cycling phases (G1, S and G2M) based on the average expression of G1/S and G2/M gene sets (left). Stacked bar chart showing the constitution of different cell cycle phases in the three corresponding clusters shown on the left (right). **g** Violin plot showing the number of transcripts for ribosome-related genes detected in each single cell of the indicated clusters. Wilcoxon Rank Sum test is employed to test the significance of difference and *P* values are indicated for the comparison. *P* < 0.05 is considered statistically significant. **h** Scatterplot showing the average arteriovenous scores of the cells in each cluster for mouse dataset in this paper (left) and human dataset from a published article^19^ (right), respectively. Main distribution ranges of arteriovenous scores in each cluster are also indicated as an oval shape. **i** Pseudotemporal ordering of the cells in three selected clusters inferred by monocle 2, with pseudotime (left), clusters (middle) and sampling stages (right) mapped to it. HEC specification and AEC maturation directions are indicated as orange and deep red arrows, respectively. **j** Heatmap showing the expression of the indicated genes (smoothed over 15 adjacent cells) with cells ordered along the pseudotime axis of HEC specification branch inferred by monocle 2. **k** Eight major expression patterns identified from the differentially expressed genes in HEC or lateAEC as compared to earlyAEC. Arrows showing the changes in HEC or lateAEC as compared to earlyAEC. The numbers of pattern genes are indicated on the right. **l** Heatmaps showing the relative expressions (smoothed over 20 adjacent cells) of the TFs belonging to the pattern genes with cells ordered along the pseudotime axis and genes ordered by patterns.

According to a graph-based clustering approach from Seurat software,^28^ all cells were separated into six clusters, including one negative (Neg) cluster composed of mainly non-EC negative control cells, and five sample clusters comprising almost all FACS-isolated sample cells (Fig. 1b; Supplementary information, Fig. S1d and Table S1). 

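Among the cells kept for the later comparisons, 223 were vEC, 34 HC, 88 earlyAEC, 79 lateAEC and 39 HEC. The DA libraries of E10.0 gave 33 of the HEC and 42 of the earlyAEC, and 26 further earlyAEC came from E9.5 body. Nearly all lateAEC came from the single E10.5 and E11.0 DA libraries, with 35 and 43 cells. The vEC came mainly from body, 94 cells at E9.5 and 118 at E10.0, and all 34 HC came from E9.5 body. Summing by library gave 17 groups of vEC, 6 of HC, 5 of earlyAEC, 2 of lateAEC and 3 of HEC. Contrasts of HEC or lateAEC with vEC and HC therefore also separate dissected aorta from whole body, and those with lateAEC also separate stages. The earlyAEC groups EC16 and EC17 are of E9.5 body, so the contrast of HEC with earlyAEC does so in part. In the E10.5 DA library the HEC and earlyAEC groups held 4 cells each.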

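Itga2b, which encodes the integrin chain CD41 of platelets and early blood cells (chromosome 11, 102453297 to 102470122 of GRCm38), stood at 1467 ± 169.5 CPM (SD, n = 6 libraries) in HC and at 25.1 ± 17.6 CPM (SD, n = 3) in HEC (log2 fold change -5.85, SE 1.20, adjusted p = 0.00051). Every HC library lay above every HEC library. The transcription factor Runx1, which is required for the emergence of definitive blood cells, had UMIs in 34 of 34 HC cells. Platelet and megakaryocyte genes fell together in HEC against HC, with 12 of 14 lower (13 adjusted over the list alone, camera adjusted p = 1.78e-06, adjusted p = 0.19 with an estimated correlation). Among them was the platelet glycoprotein gene Gp5, at 647 ± 181 CPM in HC. Of 12 erythroid genes, 8 were lower in HEC (9 adjusted over the list alone, camera adjusted p = 8.69e-05, adjusted p = 0.0728 with an estimated correlation), including the embryonic globin gene Hbb-bh1. In the other direction, 27 of 29 endothelial markers were higher in HEC and 1 was lower (27 and 1 adjusted over the list alone, camera adjusted p = 4.58e-53). Cdh5, the adhesion molecule VE-cadherin, had a log2 fold change of 5.18 (SE 0.30, adjusted p = 1.06e-18) over 7.73 ± 4.08 CPM in HC. Over all 14403 genes tested, 1798 were higher in HEC than in HC and 747 were lower.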

Featured by the obvious *Runx1* and *Itga2b* (encoding CD41) expression, the CD45^−^ hematopoietic cell (HC) cluster was distributed away from the other four vascular EC clusters that presented apparent arterial or venous characteristics (Fig. 1b, c). 

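Nr2f2, the transcription factor COUP-TFII that maintains venous identity (chromosome 7, 70351944 to 70366735 of GRCm38), stood at 143 ± 46.3 CPM (SD, n = 17 libraries) in vEC and at 0.724 ± 0.755 CPM (SD, n = 3) in HEC (log2 fold change -7.53, SE 1.03, adjusted p = 2.68e-06). All 3 venous genes of the paper's arteriovenous score, Nr2f2, Nrp2 and Aplnr, were lower in HEC, as many when adjusted over the list alone (camera adjusted p = 1.76e-07). Of 23 blood stem and progenitor transcription factors, 17 were higher in HEC than in vEC and none was lower (19 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.09e-20). Neurl3, an E3 ubiquitin ligase gene, had a log2 fold change of 5.61 (adjusted p = 1.12e-05). The endothelial genes Cdh5 and Pecam1, which encode junction proteins of the vessel wall, did not pass the test, with log2 fold changes of -0.50 (adjusted p = 0.227) and -0.50 (adjusted p = 0.131). Over all genes tested, 693 were higher and 672 lower in HEC. With library as a block, 211 genes differed in all, since a single E10.0 DA library holds both groups.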

One venous EC (vEC) cluster was readily recognized by the exclusive expression of *Nr2f2* in all vascular EC populations (Fig. 1b, c). Two arterial EC clusters showed similar *Gja5* expression but different levels of *Ltbp4* expression.^29^ Together with their different sampling stages (mainly from E9.5–E10.0 and E10.5–E11.0, respectively), they were annotated as early arterial EC (earlyAEC) and late arterial EC (lateAEC), respectively (Fig. 1b, c; Supplementary information, Fig. S1d). 

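Gja5, the gap junction protein connexin 40 of arteries (chromosome 3, 96904693 to 97077416 of GRCm38), stood at 846 ± 123 CPM (SD, n = 2 libraries) in lateAEC and 581 ± 203 CPM (SD, n = 5) in earlyAEC (log2 fold change 0.54, SE 1.00, adjusted p = 0.965). Ltbp4, a matrix protein that binds latent TGFβ (chromosome 7, 27305136 to 27337692), stood at 783 ± 177 CPM in lateAEC and 96.2 ± 59.8 CPM in earlyAEC. Each lateAEC library lay above each earlyAEC library for Ltbp4, but the difference did not pass the test (log2 fold change 3.03, SE 1.15, adjusted p = 0.367). With limma on per-cell means in log2(TPM/10+1), its adjusted p was 1.24e-07 (range over all settings tried, 1.24e-07 to 1).

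**Figure D1:**
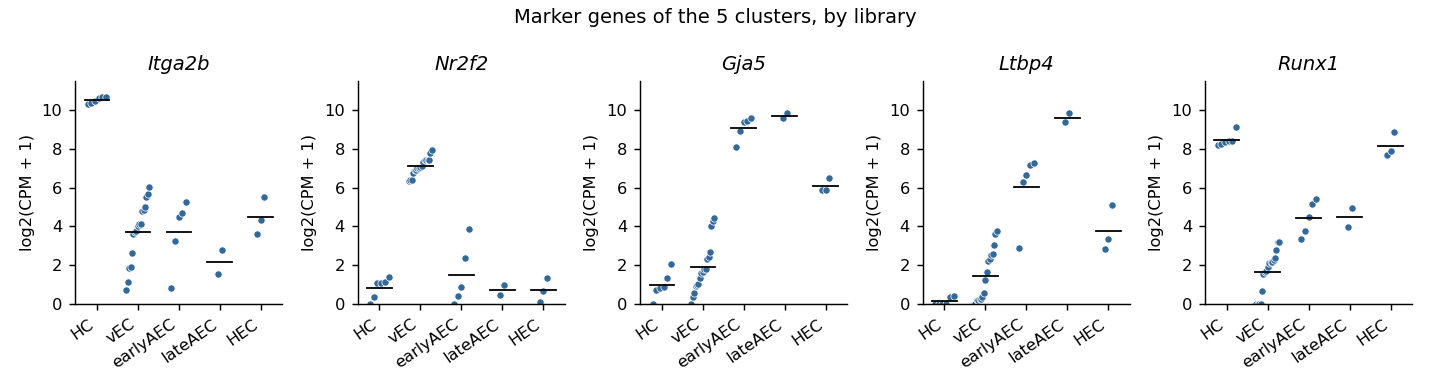
Levels of Itga2b, Nr2f2, Gja5, Ltbp4 and Runx1 as log2(CPM + 1) on the vertical axis for HC, vEC, earlyAEC, lateAEC and HEC. Each point is a library and each line the mean of a group, and Nr2f2 stands highest in vEC and Itga2b in HC.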

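Few single genes separated lateAEC from earlyAEC, 4 higher and 12 lower, a balance that turned with library as a block (48 higher and 3 lower) and by limma (98 and 27). The 4 higher were Bgn, Pim1, Sde2 and Tek, of which Pim1 and Sde2 were named after their values were seen. Tek, the angiopoietin receptor of endothelial cells, had a log2 fold change of 1.64 (adjusted p = 0.0239), and the matrix proteoglycan gene Bgn 2.26 (adjusted p = 0.0239). Among the 12 lower were Rrm2, a subunit of ribonucleotide reductase, at -3.07 (adjusted p = 0.0239) and Slc2a1, the glucose transporter GLUT1, at -1.80 (adjusted p = 0.0184). G1/S genes moved down as a list, with 42 of 43 below 0, 1 of them lower (11 adjusted over the list alone, camera adjusted p = 1.10e-18). G2/M genes also fell as a list (camera adjusted p = 1.42e-17). With library as a block their direction turned and they did not pass (camera adjusted p = 0.464). In EC63, the only library with both summed groups, mean G2/M scores were 1.332 in lateAEC and 1.308 in earlyAEC. Mean G1/S scores there were 1.341 and 1.916. Of 15 glycolysis genes, 1 was lower (7 adjusted over the list alone, camera adjusted p = 2.88e-12). Immediate early and stress genes lay above 0 in 33 of 33 (0 called higher, 12 adjusted over the list alone, camera adjusted p = 6.08e-17). By edgeR 16 genes differed and 1436 had an unadjusted p under 0.05. The count was 0 without the E11.0 library EC64, 45 without EC63, 4 without EC17, 27 without EC46 and 51 with library as a block. The calls of Tek, Bgn, Rrm2 and Slc2a1 ended without EC64, at adjusted p = 0.806, 0.806, 0.806 and 0.548, and with the block, at 0.213 (Bgn) to 0.663 (Slc2a1). Tek also missed the threshold without EC16, EC17 or EC46 (0.0712, 0.0619 and 0.06), and Rrm2 without EC17 (0.0619).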

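Runx1, the transcription factor at the root of definitive blood formation (chromosome 16, 92601466 to 92826149 of GRCm38), stood at 301 ± 146 CPM (SD, n = 3 libraries) in HEC and 23.8 ± 14.0 CPM (SD, n = 5) in earlyAEC (log2 fold change 3.66, SE 0.83, adjusted p = 0.00875). UMIs of Runx1 were found in 38 of 39 HEC cells (97.4%, 95% Clopper-Pearson interval 86.5 to 99.9%), against 69.3% of earlyAEC and 38.1% of vEC. The endothelial adhesion genes were still expressed in HEC, with Pecam1 (CD31) at 249.7 ± 27.8 CPM and Cdh5 (VE-cadherin) at 282 ± 136 CPM. The adhesion receptor gene Adgrg1 (chromosome 8, 94974751 to 95014217) was higher in HEC than in earlyAEC (log2 fold change 3.02, adjusted p = 0.000135) and than in lateAEC (2.90, adjusted p = 0.00851). Against lateAEC the log2 fold change of Runx1 was 3.74 and did not pass the test (adjusted p = 0.0719). The call against earlyAEC was lost in 4 of 16 other settings, among them that without the E10.5 library EC63. The earlyAEC groups of 3 cells, left out of this mean, ran from 0 (EC4) to 305.4 CPM (EC19) for Runx1. The adjusted p of Runx1 was 0.103 without EC63 and 4.38e-11 to 0.257 over all settings tried. That of Adgrg1 against lateAEC was 0.155 without EC63 and 0.166 without EC64.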

The left one cluster basically met the criteria of the molecular definition of HEC, showing apparent *Runx1* expression upon endothelial properties, and was consequently named as HEC cluster (Fig. 1b, c). 

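The E10.0 body libraries EC4 to EC7 and EC29 to EC32 carry the same condition and differ in label number, so their vEC were compared as 2 runs. Kit, the receptor of stem cell factor (chromosome 5, 75574916 to 75656722 of GRCm38), stood at 28.8 ± 5.11 CPM (SD, n = 4 libraries) in the later labels and 137 ± 46.6 CPM (SD, n = 4) in the earlier ones (log2 fold change -2.25, SE 0.30, adjusted p = 0.000747). Immediate early and stress genes were higher in the later labels, 10 of 32 (16 adjusted over the list alone, camera adjusted p = 2.07e-15, adjusted p = 0.126 with an estimated correlation). Cytosolic ribosomal protein genes lay above 0 in 79 of 79, none past the fold threshold (77 past the adjusted p over the list alone, camera adjusted p = 4.04e-42, adjusted p = 0.187 with an estimated correlation). Of 10951 genes tested by edgeR, 109 were higher and 137 lower in the later labels, 246 in all, whereas limma gave 577 higher and 38 lower. The total was 81 without EC29, 105 without EC30, 112 without EC31, 145 without EC32, 159 without EC4 and 447 without EC7.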

No batch effect was detected for different experiments (Supplementary information, Fig. S1e), indicative of the high quality and reproducibility of the scRNA-seq procedures in the present study. To more strictly define the HEC population, cells within the Neg cluster and those transcriptionally expressing *Ptprc* (encoding CD45) or *Spn* (encoding CD43) were excluded for the subsequent analysis (Supplementary information, Fig. S1f).

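Ptprc, the pan-leukocyte antigen CD45 (chromosome 1, 138062861 to 138175708 of GRCm38), had a UMI in 1 of 39 HEC cells (2.56%, 95% Clopper-Pearson interval 0.0649 to 13.5%) that remained after the exclusion. Spn, the sialoprotein CD43 (chromosome 7, 127132232 to 127137823), had one or more in 8 of 39 HEC cells (20.5%, 95% Clopper-Pearson interval 9.30 to 36.5%), at 0.283 CPM (mean of n = 3 libraries). With the excluded cells put back, the HEC cluster held 68 cells in place of 39. Against earlyAEC, 345 genes were then higher and 470 lower in HEC, and the adjusted p of Runx1 was 0.112. The earlyAEC side also rose from 5 to 7 summed groups, as EC4 and EC19 reached 4 cells. The change therefore cannot be credited to the HEC cells alone.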

HEC and the other two AEC clusters were further focused on as they were either molecularly or spatiotemporally near to each other (Fig. 1b, d). To exclude the possibility that we failed to identify important populations relevant to hemogenic specification in earlyAEC cluster, which contributed evidently to the aortic inner layer of AGM region at E10.0 (Supplementary information, Fig. S1f), we performed forced clustering within the given cluster. *Runx1* (signature of hemogenic specification) was not significantly differentially expressed between the two sub-clusters, suggesting that no population with sign of hemogenic specification was missed by our clustering (Supplementary information, Fig. S1g). Moreover, very few genes were significantly differentially expressed in the sub-clusters of HEC by forced clustering, and none of them was related to hemogenic or hematopoietic features, indicative of the largely homogeneous property of the HEC cluster (Supplementary information, Fig. S1g). 

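The earlyAEC cluster was divided by the authors into sub-clusters of 46 and 42 cells. Runx1 stood at 10.85 ± 1.345 CPM (SD, n = 3 libraries) in the first and 38.3 ± 7.32 CPM (SD, n = 3) in the second. The libraries did not overlap, which gives the smallest p that 3 libraries against 3 allow (2-sided exact permutation test, p = 0.1), so that this test cannot pass 0.05. The first took EC46, EC47 and EC63, all of DA, and the second EC16 and EC17 of E9.5 body and EC46. The difference therefore also goes with stage and dissection. Only EC46 entered on both sides, at 11.55 CPM in the first and 30.08 CPM in the second. UMIs of Runx1 were found in 37 of 46 cells of the first (80.4%) and 24 of 42 of the second (57.1%), the other way round, and libraries of the second with fewer than 4 cells, not used in the test, ran from 0 to 305.4 CPM. Spi1, the myeloid and stem cell factor PU.1, stood at 16.96 CPM over all cells of the first and 4.969 CPM over those of the second. The cycling genes Mki67 and Top2a stood at 47.4 and 69.9 CPM in the first and 212.5 and 276 CPM in the second, and the arterial connexin gene Gja5 at 704 and 442 CPM. The paper's test took cells. From it the paper proposes that the clustering missed no population with signs of hemogenic specification.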

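The sub-clusters of HEC held 21 and 18 cells. Runx1 stood at 219 ± 39.7 CPM (SD, n = 2 libraries) and 215 ± 19.9 CPM (SD, n = 2; 2-sided exact permutation test, p = 1.0, with 6 arrangements that cannot reach 0.05). Over all cells, without replicates, Spi1 stood at 368 CPM in the first and 103.5 CPM in the second, and the blood progenitor factor Myb at 64.9 and 22.5 CPM. The endothelial gene Cdh5 stood at 156 and 318 CPM and the arterial gene Gja5 at 52.7 and 110 CPM. These last 4 genes were named by the paper for other comparisons, and with 2 libraries each their differences were not tested.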

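In the E10.0 DA libraries HEC made up 20 of 44 endothelial cells in EC46 (45.5%, 95% Clopper-Pearson interval 30.4 to 61.2%) and 13 of 41 in EC47 (31.7%, 18.1 to 48.1%), 38.8% together. The E10.5 DA library held 4 HEC among 43 endothelial cells (9.30%, 2.59 to 22.1%). None of 46 endothelial cells of the E11.0 DA library was HEC, which allows a share of up to 6.52% by the limit of 3 counts and 7.71% by Clopper-Pearson. With the Ptprc or Spn expressing cells included, the shares were 50.5% of 105 cells at E10.0, 19.6% of 51 at E10.5 and 2.08% of 48 at E11.0. E10.5 and E11.0 have 1 library each, so the difference between stages was not tested, and the intervals cover counting error only.

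**Figure D2:**
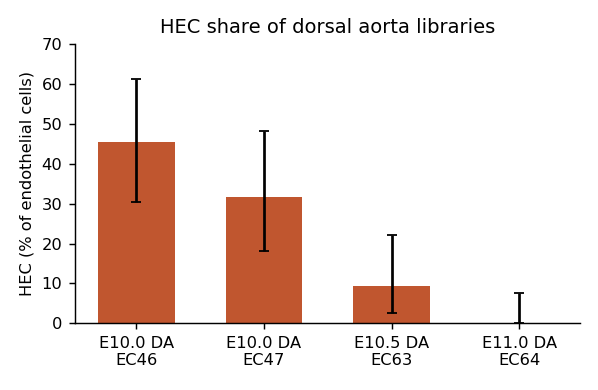
Percentage of endothelial cells that are HEC on the vertical axis in the DA libraries EC46 and EC47 (E10.0), EC63 (E10.5) and EC64 (E11.0). Bars start at 0 and error bars are 95% Clopper-Pearson intervals, and the bar of EC64 is 0.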

The HEC population was reduced promptly at E10.5, and became hardly detectable by E11.0 (Fig. 1d; Supplementary information, Fig. S1f). 

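Of 89 ribosome biogenesis factors, 11 were higher and none was lower in HEC than in earlyAEC (19 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.73e-14). Against lateAEC 16 were higher (30 adjusted over the list alone, camera adjusted p = 4.06e-22). Nop10, a part of the particle that modifies ribosomal RNA, stood at 877 ± 73.3 CPM (SD, n = 3) in HEC and 333 ± 53.9 CPM (SD, n = 5) in earlyAEC (log2 fold change 1.40, SE 0.22, adjusted p = 3.43e-05). Phgdh, the first enzyme of serine synthesis, had a log2 fold change of 3.56 (adjusted p = 4.06e-05) over earlyAEC and 5.40 (adjusted p = 7.92e-05) over lateAEC. Of 43 G1/S genes 3 were higher and 1 lower than in earlyAEC (13 and 1 adjusted over the list alone, camera adjusted p = 3.89e-08, adjusted p = 0.174 with an estimated correlation), with Cdca7, Prim1 and Pola1 higher and Ubr7 lower, named after their values were seen. Of 54 G2/M genes 50 lay above 0 and none passed alone (camera adjusted p = 2.71e-07, adjusted p = 0.348 with an estimated correlation). Against lateAEC 16 G1/S and 14 G2/M genes were higher (29 and 27 adjusted over each list alone, camera adjusted p = 4.26e-25 and 4.71e-24). Over all genes, 108 were higher and 350 lower than in earlyAEC, 458 in all, and 205 higher and 366 lower than in lateAEC, 571 in all. The total against earlyAEC was 220 without EC47, 230 without EC63 and 799 in the E10.0 DA libraries only. That against lateAEC was 311 without EC47, 332 without EC63, 163 without EC64 (46 higher and 117 lower) and 350 with library as a block, where the higher genes fell to 53 and 297 were lower.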

The highly expressed genes in HEC as compared to earlyAEC and lateAEC were mainly enriched in terms related to cell cycle and ribosome biogenesis (Fig. 1e; Supplementary information, Table S2). 

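By the paper's rule, which takes the mean of G1/S and of G2/M genes in each cell with a threshold of 2, 35 of 39 HEC were proliferative (89.7%, 95% Clopper-Pearson interval 75.8 to 97.1%). This held for 37 of 88 earlyAEC (42.05%, 31.6 to 53.05%) and 10 of 79 lateAEC (12.7%, 6.24 to 22.05%). The 2 lateAEC libraries stood at 17.1% and 9.30%. The mean of libraries was 91.5% ± 7.81 (SD, n = 3) in HEC and 39.7% ± 13.8 (SD, n = 5) in earlyAEC. The difference of 51.9 percentage points had the smallest p that 3 libraries against 5 allow (2-sided exact permutation test, p = 0.0179). The 3 HEC libraries also supply earlyAEC values, which this test does not take into account. In EC46, EC47 and EC63 the shares were 90.0%, 84.62% and 100% in HEC and 46.67%, 33.33% and 25.0% in earlyAEC. With 3 pairs the smallest p of an exact permutation test is 0.25, and no paired test was run. After each cell was thinned to 100000 UMIs the means were 88.2% and 38.9%. With any HEC library left out, p = 0.0667 by the exact permutation test is the smallest that the design allows. A threshold of 1.5 in place of 2 gave a difference of 24 percentage points (exact permutation p = 0.107).

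**Figure D3:**
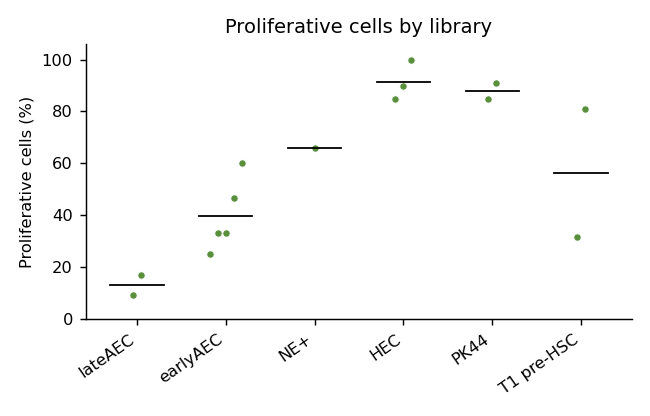
Percentage of proliferative cells per library on the vertical axis for lateAEC, earlyAEC, NE+, HEC, PK44 and T1 pre-HSC. Points are libraries and lines are group means, and the HEC libraries all stand above the earlyAEC libraries.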

Cell cycle analysis demonstrated a remarkably activated cycling in HEC, in sharp contrast to the quiescent state by arterial EC maturation (Fig. 1f). 

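In the 3 libraries that hold both groups, HEC carried more UMIs per cell than earlyAEC, 766376 ± 398800 against 572228 ± 230517 (SD, n = 3), and the geometric mean of the ratios within libraries was 1.31, from 1.02 to 1.56. Cytosolic ribosomal protein genes, which encode the structural parts of the ribosome, took 19.2% ± 1.06 of UMIs in HEC and 15.6% ± 0.501 in earlyAEC (SD, n = 3), with a geometric mean ratio of 1.24, from 1.2 to 1.26. HEC was higher in 3 of 3 libraries for both measures. With 3 pairs the smallest p is 0.25, which was reached for both measures (2-sided exact permutation test). Over all libraries, 3 of HEC and 5 of earlyAEC, the exact permutation p was 0.375 for UMIs and 0.0179 for the ribosomal share. That test ignores that 3 libraries hold both groups. Within the E10.5 library HEC and lateAEC had a UMI ratio of 1.03 and a ratio of ribosomal shares of 1.43, without replicates.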

On average, each cell in the HEC cluster expressed more mRNA molecules and ribosomal genes than either earlyAEC or lateAEC (Fig. 1g; Supplementary information, Fig. S1h), supportive of the globally up-regulated transcriptional and translational activity during hemogenic specification, which was in line with the finding in human embryo that translational initiation is more widely present in HSC-primed HECs than in arterial ECs.^19^ We further evaluated the arteriovenous scores of the populations we defined, and found similar results in mouse and human that HEC rather than hematopoietic populations manifested certain arterial features (Fig. 1h).

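The arterial score follows the paper: log2(TPM/10+1) of each of 10 arterial genes is scaled from 0 to 10 over cells, averaged per cell and scaled to 0 to 10 again. It was 4.24 ± 0.524 (SD, n = 3 libraries) in HEC, 7.33 ± 0.371 (n = 5) in earlyAEC, 7.50 ± 0.232 (n = 2) in lateAEC, 2.44 ± 0.514 (n = 17) in vEC and 0.539 ± 0.160 (n = 6) in HC. The venous score, from Nr2f2, Nrp2 and Aplnr, was 0.225 ± 0.107 in HEC and 5.43 ± 0.569 in vEC. The arterial score passed the paper's threshold of 5 in 11 of 39 HEC (28.2%, 95% Clopper-Pearson interval 15.0 to 44.9%), 84 of 88 earlyAEC and 79 of 79 lateAEC. No HC cell passed it among 34, which allows up to 8.82% by the limit of 3 counts and 10.28% by Clopper-Pearson. No HEC passed the venous threshold among 39, which allows up to 7.69% and 9.025% in the same way. At a threshold of 4, 51.28% of HEC passed the arterial score.

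**Figure D4:**
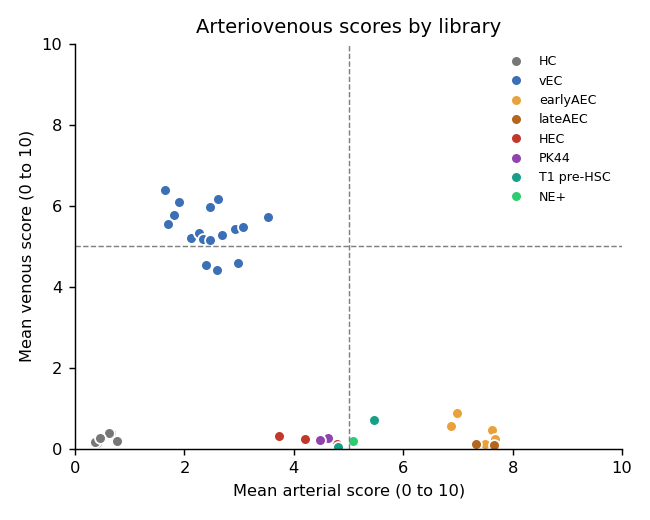
Mean arterial score on the horizontal axis and mean venous score on the vertical axis, both on the paper's scale of 0 to 10, with 1 point per library and cell group. Dashed lines mark the threshold of 5, and the HEC libraries lie at arterial scores between those of vEC and earlyAEC.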

Trajectory analysis by Monocle 2 suggested that along the arterial maturation path from earlyAEC towards lateAEC, HEC was segregated out from earlyAEC at E9.5-E10.0 (Fig. 1i). 

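HEC came from E10.0 in 33 cells of DA and 2 of body, and from E10.5 DA in 4 cells. earlyAEC came from E9.5 body in 26 cells, E10.0 body in 14, E10.0 DA in 42, E10.5 DA in 4 and E11.0 DA in 2. lateAEC came from E10.0 body in 1 cell, E10.5 DA in 35 and E11.0 DA in 43. From a trajectory of the cells the paper proposes that HEC parted from earlyAEC on the way to lateAEC (Fig. 1i).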

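Spi1, which encodes the blood transcription factor PU.1 (chromosome 2, 91082390 to 91115756 of GRCm38), stood at 246 ± 60.0 CPM (SD, n = 3 libraries) in HEC and 8.14 ± 9.85 CPM (SD, n = 5) in earlyAEC (log2 fold change 4.78, SE 1.25, adjusted p = 0.0247). Of 23 blood stem and progenitor transcription factors, 4 were higher in HEC, Runx1, Spi1, Myb and Mycn, and none was lower (4 higher adjusted over the list alone, camera adjusted p = 6.52e-08). Endothelial markers fell together, 15 of 29 lower (23 adjusted over the list alone, camera adjusted p = 7.00e-22). Among them Kdr, the VEGF receptor Flk1, stood at 89.8 ± 36.7 CPM in HEC and 272 ± 87.1 CPM in earlyAEC (log2 fold change -1.61, SE 0.32, adjusted p = 0.000896). Of the 10 arterial genes of the score, 5 were lower (7 adjusted over the list alone, camera adjusted p = 1.03e-08), among them Dll4, a Notch ligand of arteries, with a log2 fold change of -1.84 (adjusted p = 0.00964). Gja5 had a log2 fold change of -3.10 that did not pass the test (adjusted p = 0.101), though with library as a block it did (0.0338). Matrix genes of the vascular basement membrane were lower in 13 of 21 (14 adjusted over the list alone, camera adjusted p = 1.61e-13). The adjusted p of Spi1 was 0.209 with library as a block, 0.0603 without EC47, 0.0932 without EC63, 0.0636 without EC16 and 2.71e-12 to 0.209 over all settings tried, and that of Dll4 0.103 without EC46, 0.152 without EC47 and 1.73e-05 to 0.152 over all settings tried.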

The gradual up-regulation of hemogenic genes, including *Runx1* and *Spi1*, was accompanied by the gradual down-regulation of both endothelial and arterial genes along the HEC specification pseudotime, with the endothelial-hematopoietic dual feature of the HEC population presenting as a dynamic continuum (Fig. 1j). The finding was in line with a previous report about the reciprocal expression of Runx1 and Sox17 in HECs.^30^ To search for genes that would potentially contribute to the distinct fate choices of earlyAEC, those differentially expressed between earlyAEC and its downstream population HEC or lateAEC were picked up, and eight major patterns of expression variation were witnessed (Fig. 1k; Supplementary information, Fig. S1i and Table S3). Most of these genes showed altered expression along one unique specification path from earlyAEC (Pattern I, II IV, and V) (Fig. 1k; Supplementary information, Fig. S1i). 

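The pattern genes of Table S3 were chosen by the study on these cells, so their directions are not independent evidence. Of the 351 genes of Pattern II, 350 lay above 0 in HEC against earlyAEC and 59 were higher, while 102 of 351 lay above 0 in lateAEC against earlyAEC. Of the 285 genes of Pattern IV, 285 lay below 0 in HEC and 189 were lower, while 105 of 285 lay below 0 in lateAEC. Of 130 tested genes of Pattern I, 130 lay below 0 in lateAEC and 6 were lower. The 141 genes of Pattern V all lay above 0 in lateAEC and 3 were higher, while 63 lay above 0 in HEC. The other patterns were smaller, with 33, 24, 13 and 27 genes.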

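The 20 transcription factors (TFs) of Pattern II all lay above 0 in HEC against earlyAEC and 6 were higher, among them Myb, which blood progenitors need (log2 fold change 4.57, adjusted p = 0.00723), and Mycn, a growth regulator (2.48, adjusted p = 0.000628). The 27 TFs of Pattern V all lay above 0 in lateAEC against earlyAEC, but none passed the edgeR test. Of 15 TFs in Pattern IV, which fall in HEC, 8 were lower. Sox11 was lower in HEC than in either arterial cluster (log2 fold change -3.22, adjusted p = 9.79e-06, and -3.86, adjusted p = 3.63e-06). So were Foxc1 (-3.09, adjusted p = 0.025, against earlyAEC and -5.65, adjusted p = 0.000135, against lateAEC) and Nfib (-2.43, adjusted p = 0.00163, and -3.69, adjusted p = 3.11e-05). Among all 1010 TFs tested, 7 were higher and 19 lower in HEC than in earlyAEC, and 0 were higher and 1 lower in lateAEC than in earlyAEC. These patterns were chosen by the study on these cells and are not independent evidence.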

Most TFs within these groups showed up-regulated expression along either HEC specification or arterial EC maturation (Fig. 1l; Supplementary information, Fig. S1j). Interestingly, the expressions of both *Hoxa5* and *Hoxa9* followed the same pattern as that of *Runx1*, although the formers were not exactly correlated with the latter (Fig. 1l; Supplementary information, Fig. S1j, k). 

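Hoxa9 (chromosome 6, 52223100 to 52231089 of GRCm38), a homeobox factor that blood stem cells express, stood at 82.4 ± 36.1 CPM (SD, n = 3 libraries) in HEC and 42.9 ± 23.9 CPM (SD, n = 5) in earlyAEC. Its neighbour Hoxa5 (chromosome 6, 52201754 to 52204587) stood at 33.2 ± 12.2 and 10.3 ± 15.2 CPM. Neither passed the test, with log2 fold changes of 0.94 (SE 0.54, adjusted p = 0.369) and 1.62 (SE 0.84, adjusted p = 0.315). Pearson's r with Runx1 across 429 endothelial cells was 0.359 for Hoxa9 and 0.122 for Hoxa5, ranks 86 and 2923 of 17315 genes. Across the 127 HEC and earlyAEC cells it was 0.505 and 0.417. Cells of a library are not independent, so no p is given for r.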

The data suggested that the expression of genes should be orchestrated and precisely regulated for the subsequent cell fate choice from earlyAEC.

### Efficient capture of the HSC-competent and endothelial-hematopoietic dual-potent HECs in the AGM region

We next made an effort to identify surface marker combination to effectively enrich the HECs for functional evaluation (Supplementary information, Table S4). 

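Across the 429 cells of the endothelial clusters, Pearson's r with Runx1 was 0.427 for Cd44, the hyaluronan receptor (chromosome 2, 102811141 to 102901665 of GRCm38), 0.358 for Procr, the endothelial protein C receptor (chromosome 2, 155751117 to 155755471), and 0.150 for Kit, the stem cell factor receptor. Their ranks among 17315 genes were 45, 87 and 1976. Adgrg1 and Gfi1 stood first and second, at 0.706 and 0.672. Within the 127 HEC and earlyAEC cells r was 0.161 for Cd44, 0.350 for Procr and 0.516 for Kit. Between HEC and earlyAEC none of the 3 passed the test, with log2 fold changes of -0.18 (adjusted p = 0.978) for Cd44, 0.50 (adjusted p = 0.82) for Procr and 0.90 (adjusted p = 0.666) for Kit. The paper's screen also set HEC against lateAEC and against all non-HEC endothelial cells, contrasts not given here for these genes.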

*Cd44*, *Procr* (coding CD201) and *Kit* were screened out by analysis of differentially expressed genes among populations and expression correlations with *Runx1* (Fig. 2a). We specifically focused on E10.0 in the following functional assays to keep consistent with the transcriptomic findings. Whole-mount immunostaining showed that in addition to the scattered blood cells throughout the tissue, the expression of CD44 was detected in the whole endothelial layer of dorsal aorta and very proximal part of its segmental branches (Fig. 2b), in line with a previous report about the arterial endothelial localization of CD44 in mouse embryos.^31^ Using the similar strategy as for pre-HSC identification,^11^ we found that only the derivatives of CD41^−^CD43^−^CD45^−^CD31^+^Kit^+^CD201^+^ rather than CD41^−^CD43^−^CD45^−^CD31^+^Kit^+^CD201^−^ population at E9.5–E10.0 could long-term (16 weeks) and multilineage reconstitute lethally irradiated adult recipients, although both populations generated hematopoietic clusters with different frequencies upon 7 days of culture on OP9-DL1 stromal cells (Fig. 2c–e; Supplementary information, Fig. S2a–c). Self-renewal capacity of the HSCs was further validated by secondary transplantation (Fig. 2d, e; Supplementary information, Fig. S2b). Within CD41^−^CD43^−^CD45^−^CD201^+^ population, induced HSC potential was exclusively detected in CD44^+^ subpopulation (Fig. 2c–e; Supplementary information, Fig. S2a–c). Thus, our data identified CD41^−^CD43^−^CD45^−^CD31^+^CD201^+^Kit^+^CD44^+^ (abbreviated as Procr^+^Kit^+^CD44^+^, PK44) population in E10.0 caudal half as the HSC-competent HECs.

**Fig. 2:**
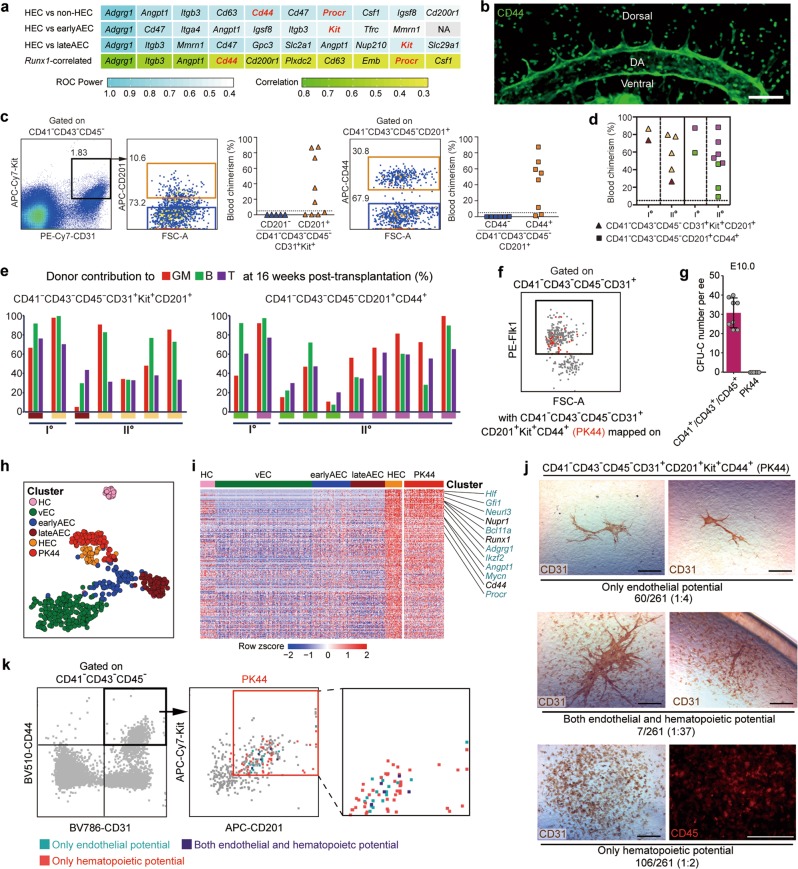
Efficient isolation of the HSC-competent and endothelial-hematopoietic dual-potent HECs before HSC emergence. **a** Gene lists of the top ten cell surface molecules significantly overrepresented in HEC as compared to the indicated cell populations (first 3 lines) and those positively correlated with *Runx1* within 4 EC clusters (vEC, earlyAEC, lateAEC and HEC, last line). Non-HEC, cells except for HEC within 4 EC clusters. Highlights in red font indicate the candidates used for further functional analysis. **b** Representative whole-mount staining of CD44 at E10.0 AGM region, showing CD44 is expressed in the whole endothelial layer of the dorsal aorta and roots of its proximal branches. DA, dorsal aorta; Scale bar, 100 μm. **c** Representative FACS plots for cell sorting of the E9.5-E10.0 caudal half for co-culture/transplantation assay and the donor chimerism at 16 weeks after transplantation of the derivatives of the indicated cell populations. **d** Blood chimerism of the primary (I^o^) and corresponding secondary (II^o^) recipients at 16 weeks post-transplantation. The primary recipients were transplanted with the derivatives of the indicated cells from the caudal half of E9.5-E10.0 embryos. The paired primary and corresponding secondary repopulated mice are shown as the same symbol and color. **e** Bars represent the percent donor contribution to the granulocytes/monocytes (GM, red), B lymphocytes (green), and T lymphocytes (purple) in the peripheral blood of the primary (I°) and secondary (II°) recipients at 16 weeks post-transplantation. The paired primary and corresponding secondary repopulated mice are shown as the same colors below. **f** FACS plot of Flk1 expression in the indicated population of E10.0 AGM region, with PK44 (CD41^−^CD43^−^CD45^−^CD31^+^CD201^+^Kit^+^CD44^+^) cells (red) mapped onto it. Box indicates the gate of Flk1^+^ cells. **g** Number of hematopoietic progenitors per embryo equivalent (ee) in the indicated populations derived from E10.0 caudal half measured by the methylcellulose colony forming unit-culture (CFU-C) assay. Data are means ± SD. Data are from 4 independent experiments. **h** t-SNE plot of the cells included in the filtered initial dataset and PK44 dataset, with clusters mapped on it. PK44, CD41^−^CD43^−^CD45^−^CD31^+^CD201^+^Kit^+^CD44^+^ population from E10.0 AGM region. **i** Heatmap showing the relative expressions of HEC feature genes, which are defined as those significantly highly expressed as compared to others including HC, vEC, earlyAEC and lateAEC, in the indicated cell populations. Selected HEC feature genes are shown on the right with pre-HSC signature genes marked as aquamarine. **j** Representative CD31 and CD45 immunostaining on the cultures of single PK44 cells from E10.0 AGM region, showing typical morphologies regarding distinct differentiation potentials. Cell frequencies of each kind of potential are also shown. Data are from 5 independent experiments with totally 15 embryos used. Scale bars, 400 μm. **k** Expression of Kit and CD201 in the index-sorted single PK44 cells with differentiation potential based on in vitro functional evaluation. Cells with different kinds of potentials are mapped onto the reference FACS plots (gray dots). Box in the middle plot indicates the gate for FACS sorting of PK44 cells in E10.0 AGM region and its enlarged view is shown on the right.

As compared to other endothelial surface markers, Flk1 (encoded by *Kdr*) is known to be specifically localized within the vessel lumen layer, and very few and only the basal-most localized IAHC cells express Flk1.^7^ Here, almost all PK44 cells expressed Flk1 as shown by FACS analysis, indicative of their endothelial layer localization (Fig. 2f). Furthermore, the hematopoietic colony forming capacity in methylcellulose culture medium was absent in PK44 population, validating its identity as ECs rather than committed hematopoietic progenitors (Fig. 2g). 

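The PK44 cells came in 2 libraries of the E10.0 aorta-gonad-mesonephros (AGM) region. Of 96 cells, 90 passed the authors' filter. Libraries held 15418461 and 17524725 UMIs, and the cells that passed had a median of 338488 UMIs and 7461 genes. They were sorted by surface protein as Procr+Kit+CD44+ endothelial cells and not by their RNA, so PK44 was set before sequencing, while HEC and earlyAEC are the authors' expression clusters. Counts were summed per library and compared with those of HEC and earlyAEC in the fit used for the initial libraries.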

To determine the transcriptomic identity of these HSC-competent HECs, we isolated PK44 cells derived from E10.0 AGM by flow cytometry and performed scRNA-seq with totally 96 of them (Supplementary information, Table S1). 

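PK44 and HEC differed in few genes, 28 higher and 11 lower in PK44 (2 libraries against 3). None of the genes the paper names for HEC was among them. Adgrg1 stood at 462 ± 2.81 CPM (SD, n = 2), with a log2 fold change over HEC of 0.33 (adjusted p = 0.976), and Neurl3 at 312 ± 37.1 CPM (0.08, adjusted p = 1). The actin regulator gene Arpc1b was lower in PK44 (-2.54, adjusted p = 0.00128) and Clic1, an intracellular chloride channel gene, too (-2.35, adjusted p = 2.28e-07). The scaffold gene Akap12 was higher (3.34, adjusted p = 0.00115). Basement membrane genes lay above 0 in 21 of 21, 1 of them called higher (Col15a1, named after its values were seen; 2 adjusted over the list alone, camera adjusted p = 1.07e-06). Against earlyAEC 96 genes were higher in PK44 and 170 lower. The total of 39 genes against HEC was 1 without EC73, 3 without EC74 and 5 without EC47, and the total of 266 against earlyAEC was 25 without EC73 and 36 without EC74. Without EC73 the adjusted p of Akap12 was 0.126 and that of Arpc1b 0.231 (0.0911 without EC74). In simulated data an 8-fold difference between 2 and 3 libraries was found for 37% of genes. No library holds both PK44 and HEC, and the HEC groups came from dye-marked DA and PK44 from AGM. Cells with Ptprc or Spn above 1 had been removed from HEC only. Library, dissection and that exclusion therefore go with the contrast of PK44 and HEC.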

The sequenced PK44 cells were localized together with HEC by computational assignment (Fig. 2h), and showed a similar high expression of the HEC feature genes (Fig. 2i). The ubiquitous and obvious expression of several key hematopoietic TFs, including *Runx1*, *Spi1*, *Gfi1*, and *Myb*,^3,22^ in PK44 cells inferred the enrichment of hemogenic potential (Fig. 2i; Supplementary information, Fig. S2d). Therefore, immunophenotypically purified PK44 cells elegantly represented the transcriptomically defined HECs.

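Runx1 stood at 350.0 ± 53.6 CPM (SD, n = 2 libraries) in PK44, Spi1 at 135 ± 35.6, Gfi1 at 52.6 ± 6.59 and Myb at 110.4 ± 1.56 CPM. UMIs of Runx1 were found in 90 of 90 PK44 cells, of Spi1 and Myb each in 88 of 90 (97.8%) and of Gfi1 in 86 of 90 (95.6%). Against earlyAEC, Runx1 was higher (log2 fold change 3.88, adjusted p = 0.0137), and so were Myb (5.64, adjusted p = 0.00294) and Adgrg1 (3.35, adjusted p = 0.000217). Spi1 (3.91, adjusted p = 0.121) and Gfi1 (2.00, adjusted p = 0.424) did not pass the test. Of 23 blood stem and progenitor transcription factors, 3 were higher and none was lower (10 higher adjusted over the list alone, camera adjusted p = 8.27e-08), while 14 of 29 endothelial markers were lower (17 adjusted over the list alone, camera adjusted p = 1.02e-23). The adjusted p of Runx1 was 0.174 without EC73, 0.104 without EC74 and 3.12e-10 to 0.278 over all settings tried. From the presence of these factors in PK44 cells the paper infers an enrichment of hemogenic potential.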

We next explored whether endothelial-hematopoietic dual potential could be detected in these HSC-competent HECs, since a transient intermediate state might be captured in the cell population experiencing fate choice. Firstly, we found that the Kit^+^CD201^+^ ECs in the body part of embryo proper at E9.5–E10.0 had a relatively higher endothelial tube-forming capacity as compared to the Kit^−^ or Kit^+^CD201^−^ endothelial populations (Supplementary information, Fig. S2e). Furthermore, CD44^+^ and CD44^−^ fractions within Kit^+^CD201^+^ ECs showed comparable endothelial tube-forming capacity whereas the generation of hematopoietic cells in the cultures was exclusively detected in the CD44^+^ ones under the endothelial-hematopoietic dual potential induction system (Supplementary information, Fig. S2f). The data suggested a largely maintained endothelial potential in the HECs. By single-cell in vitro induction, 40.6% (106/261) of PK44 cells gave rise to only hematopoietic progenies and 23.0% (60/261) only endothelial tubules. Remarkably, 2.7% (7/261) had both endothelial and hematopoietic potential (Fig. 2j; Supplementary information, Fig. S2f). All three kinds of potentials did not present an obviously biased distribution regarding Kit or CD201 expression level as indicated by index sorting analysis (Fig. 2k). Such low frequency of the dual potential should properly represent the intermediate cellular state in HECs along their specification path (Fig. 1j), with both endothelial and hematopoietic competencies being reflected by the asymmetric cell division under in vitro culture condition, which further emphasized the high efficiency of capturing such a dynamic functional population via unsupervised computational screening.

### Transcriptional and functional relationship between HECs and T1 pre-HSCs

Since the transcriptomically identified HECs and the sequenced immunophenotypically defined HSC-competent HECs (PK44) presented a largely similar molecular features (Fig. 2h, i; Supplementary information, Fig. S2d), we combined and designated them as transcriptomic and immunophenotypic and functional HEC (tif-HEC) for the subsequent analysis. The tif-HEC expressed a series of pre-HSC signature genes we previously identified,^11^ including *Hlf*, *Gfi1*, *Neurl3*, *Bcl11a*, *Adgrg1*, *Ikzf2*, *Angpt1*, *Mycn*, and *Procr*, suggestive of their HSC-related identity (Fig. 2i). 

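Levels in HEC and PK44, which make up tif-HEC, were compared for the pre-HSC signature genes. Hlf, a transcription factor of blood stem cells (chromosome 11, 90336536 to 90390895 of GRCm38), stood at 77.9 ± 71.5 CPM (SD, n = 3 libraries) in HEC and 75.2 ± 11.7 CPM (SD, n = 2) in PK44. Mycn (chromosome 12, 12936093 to 12941914) stood at 159 ± 81.3 and 103 ± 11.8 CPM, Bcl11a at 126 ± 20.7 and 121 ± 3.72, Ikzf2 at 100.1 ± 49.0 and 154 ± 9.98, and the ligand gene Angpt1 at 88.1 ± 61.3 and 126 ± 0.795 CPM. None of these differed between HEC and PK44 (adjusted p from 0.857 to 1). Of the 11 pre-HSC genes the paper names, 11 lay above 0 in HEC against earlyAEC and 3 were higher, Adgrg1, Mycn and Dnmt3b (4 adjusted over the list alone, camera adjusted p = 2.55e-08). In PK44 against earlyAEC 10 lay above 0 and the same 3 were higher (4 adjusted over the list alone). The genes were picked by the authors and are not independent evidence.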

We further performed scRNA-seq of 47 T1 pre-HSCs (CD31^+^CD45^−^CD41^low^Kit^+^CD201^high^) isolated from E11.0 AGM^11^ using the same sequencing strategy as other cells in the present study (Fig. 3a; Supplementary information, Table S1). 

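T1 pre-HSCs came in 2 libraries of E11.0 AGM, and 43 of 47 cells passed the authors' filter. Libraries held 4538077 and 6817007 UMIs, and the cells that passed had a median of 233277 UMIs and 7585 genes, fewer UMIs per cell than in the other sets. Sorted by surface protein, the group was set before sequencing. The 2 T1 libraries were compared with 5 tif-HEC libraries, 3 of HEC and 2 of PK44. Stage goes with this contrast, since all PK44 and most HEC were taken at E10.0.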

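Runx1 stood at 228 ± 86.0 CPM (SD, n = 2 libraries) in T1 pre-HSC and 321 ± 110.1 CPM (SD, n = 5) in tif-HEC (log2 fold change -0.49, SE 0.94, adjusted p = 1). Gfi1, a repressor that silences endothelial genes in emerging blood cells, stood at 36.7 ± 12.1 and 60.0 ± 17.2 CPM (-0.71, SE 1.20, adjusted p = 1). Spn, which encodes CD43, stood at 25.8 ± 1.81 CPM in T1 pre-HSC and 7.14 ± 9.89 CPM in tif-HEC (1.84, SE 1.74, adjusted p = 1). Each T1 library lay above each tif-HEC library for Spn. Cells with Spn or Ptprc above 1 had been removed from HEC, but not from PK44 or T1 pre-HSC. The low Spn of the HEC libraries was therefore set by that exclusion, and only PK44 can be compared. Within tif-HEC the PK44 libraries stood at 17.4 ± 6.23 CPM. UMIs of Spn were found in 28 of 43 T1 pre-HSC cells (65.1%, 95% Clopper-Pearson interval 49.1 to 79.0%) and 48 of 90 PK44 cells (53.3%, 95% Clopper-Pearson interval 42.5 to 63.9%). Ptprc had UMIs in 17 of 43 T1 and 26 of 90 PK44 cells. By edgeR 0 genes passed the thresholds, 735 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0643. DESeq2 called 18 genes and limma 84. The count was 1 without EC46 and 9 without EC63.

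**Figure D5:**
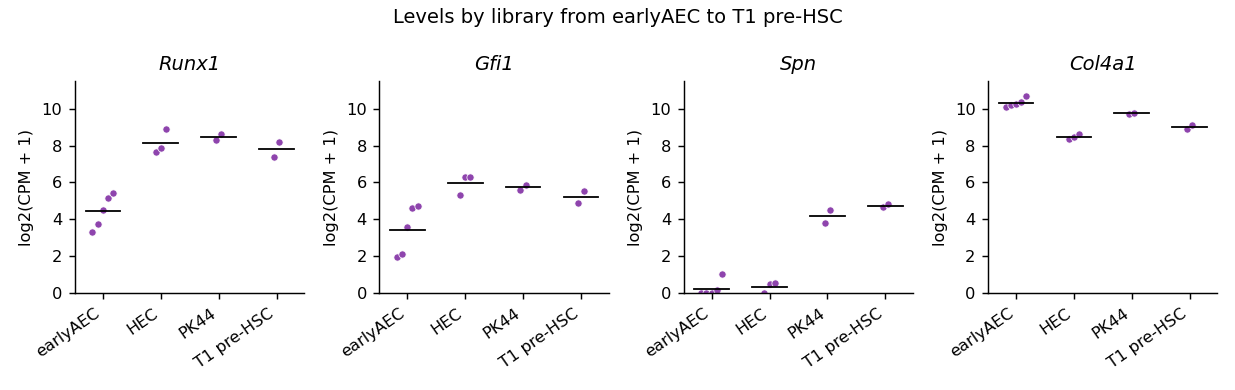
Levels of Runx1, Gfi1, Spn and Col4a1 as log2(CPM + 1) on the vertical axis for earlyAEC, HEC, PK44 and T1 pre-HSC. Each point is a library and each line the mean of a group, and Spn stands highest in T1 pre-HSC. Cells with Spn above 1 had been removed from earlyAEC and HEC only.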

As compared to tif-HEC, T1 pre-HSC expressed similar level of *Runx1* and *Gfi1* but obviously higher level of *Spn* (encoding CD43), validating its hematopoietic cell identity (Fig. 3b). The distribution of most T1 pre-HSCs was adjacent to tif-HEC via t-SNE visualization (Fig. 3c). Of note, principal component (PC) 2 by PCA analysis largely captured the transcriptomic differences between tif-HEC and T1 pre-HSC (Fig. 3d). The genes enriched in PC2-positive direction, where tif-HECs were mainly localized, were related to cell division, vascular development and cell spreading (Fig. 3e). 

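Gene lists moved between T1 pre-HSC and tif-HEC although no gene passed alone. Of 43 G1/S genes, 42 lay below 0 in T1 pre-HSC (camera adjusted p = 8.54e-17), and of 54 G2/M genes 45 (camera adjusted p = 4.10e-09, adjusted p = 0.264 with an estimated correlation). Splicing factors lay below 0 in 61 of 78 (camera adjusted p = 5.26e-11). Serine, folate and nucleotide synthesis genes lay below 0 in 23 of 24 (camera adjusted p = 9.04e-09). Endothelial markers lay above 0 in 22 of 29 in T1 pre-HSC (camera adjusted p = 0.000164, adjusted p = 0.0912 with an estimated correlation). No member of these lists was called higher or lower, nor any when adjusted over the list alone. Without EC81 the endothelial list did not pass (adjusted p = 0.381). The paper places RNA splicing on the T1 side of its second principal component and vascular development on the side of tif-HEC. Splicing factors and endothelial markers went the other way here, though a component's genes and these fixed lists are different sets. The fit also took 3 HEC and 2 PK44 libraries, while the cells of tif-HEC were 39 HEC and 90 PK44. The endothelial gene Cdh5 stood at 201.5 to 438.8 CPM in HEC libraries, 595.4 and 622.2 in PK44 and 501.8 and 671.7 in T1 pre-HSC. The lists were not tested against PK44 alone.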

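Of T1 pre-HSCs, 24 of 43 were proliferative by the paper's rule (55.8%, 95% Clopper-Pearson interval 39.9 to 70.9%), and of PK44 cells 79 of 90 (87.8%, 79.2 to 93.7%). The PK44 libraries stood at 90.9% and 84.8%. The T1 libraries lay far apart, 7 of 22 cells in EC81 (31.8%, 13.9 to 54.9%) and 17 of 21 in EC82 (81.0%, 58.1 to 94.55%), so the T1 share depends on which library is taken. T1 and tif-HEC libraries were not tested against each other.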

Consistently, approximately 90% of cells in the HEC cluster were proliferative (Fig. 1f), whereas the constitution is only about half in the T1 pre-HSCs.^11^ 

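Col4a1, a collagen chain of vascular basement membrane (chromosome 8, 11198423 to 11312826 of GRCm38), stood at 519 ± 63.5 CPM (SD, n = 2 libraries) in T1 pre-HSC and 557 ± 278 CPM (SD, n = 5) in tif-HEC (log2 fold change -0.10, SE 0.40, adjusted p = 1). Within tif-HEC it stood at 860.3 ± 22.0 CPM in PK44 and 355 ± 32.0 CPM in HEC. In earlyAEC it stood at 1289 ± 215 CPM, so that HEC was lower by a log2 fold change of -1.86 (adjusted p = 0.000212).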

Serving as the extracellular matrix component of blood vessels, *Col4a1* was expressed higher in tif-HEC than in T1 pre-HSC, further confirming the vascular endothelial property of the HECs we identified^32^ (Fig. 3f). In comparison, the genes enriched in PC2-negative direction mainly related to RNA splicing and blood coagulation (Fig. 3e). Together with the overrepresented *Spi1* in T1 pre-HSC (Fig. 3f), the data suggested that hematopoietic activity has been activated in T1 pre-HSC as compared to HEC.

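Spi1 stood at 208 ± 38.5 CPM (SD, n = 2 libraries) in T1 pre-HSC and 202 ± 76.6 CPM (SD, n = 5) in tif-HEC (log2 fold change 0.05, SE 1.33, adjusted p = 1). Ptprc, which encodes CD45, had a log2 fold change of 1.56 (SE 2.08, adjusted p = 1). Cells with Ptprc or Spn above 1 had been removed from HEC but not from PK44 or T1 pre-HSC, which bears on this contrast. Genes of coagulation and anticoagulation did not differ as a list (camera adjusted p = 0.969), nor did pan-leukocyte genes (0.978) with both T1 libraries. Without EC81 the pan-leukocyte list was higher in T1 pre-HSC (camera adjusted p = 0.0127), and without EC82 it did not pass (0.13), so the result depends on the library kept. From the genes of its second principal component and from Spi1, the paper proposes that blood activity is switched on in T1 pre-HSC compared with HEC.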

**Fig. 3:**
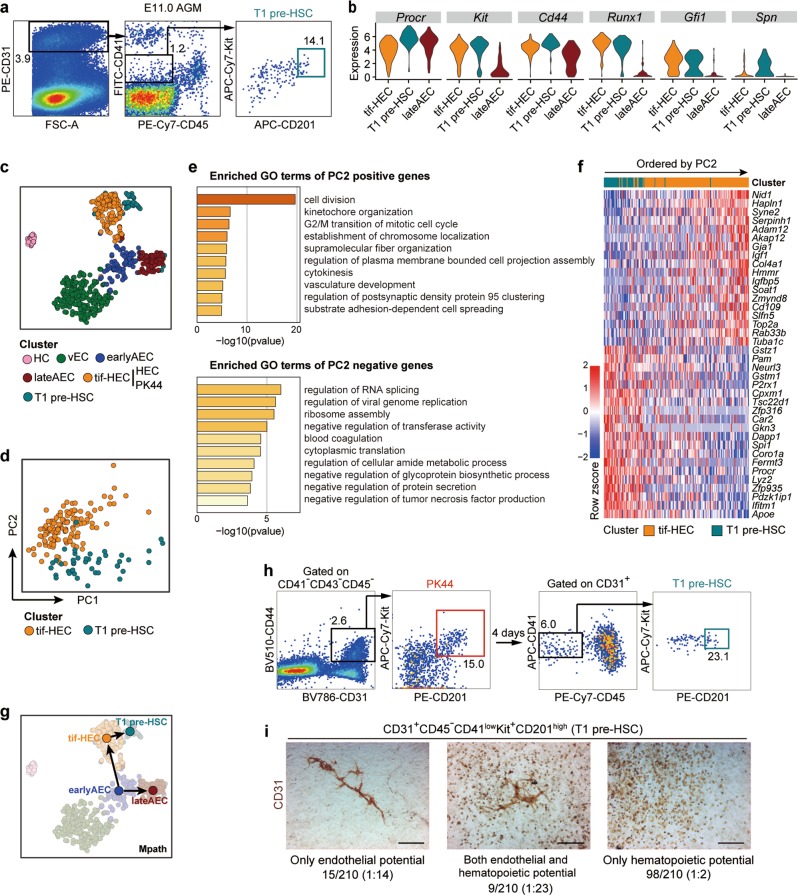
Relationship between HSC-primed HECs and T1 pre-HSCs. **a** Representative FACS plots for sorting of the T1 pre-HSCs (CD31^+^CD45^−^CD41^low^Kit^+^CD201^high^) from E11.0 AGM region of mouse embryos for the subsequent scRNA-seq. **b** Violin plots showing the expression levels of indicated genes in tif-HEC (including clusters HEC and PK44), T1 pre-HSC and lateAEC. **c** t-SNE plot of the cells included in the filtered initial dataset, PK44 dataset and T1 pre-HSC dataset, with clusters mapped on it. Clusters HEC and PK44 are combined as tif-HEC. **d** PCA plot of tif-HEC and T1 pre-HSC populations. **e**. Enriched terms of PC2-positive and -negative genes are shown, corresponding to the properties distinguishing tif-HEC and T1 pre-HSC, respectively. **f** Heatmap showing top 20 positive and negative genes of PC2. Genes are ordered by their contributions to PC2. **g** Trajectory of AEC clusters, tif-HEC and T1 pre-HSC inferred by Mpath. Arrows indicate the development directions predicted by sampling stages. **h** Representative FACS plots for sorting of the PK44 cells from E10.0 AGM region (left) and analysis of the immunophenotypic T1 pre-HSCs (right) after cultured in vitro for 4 days. **i** Representative CD31 immunostaining on the cultures of single T1 pre-HSCs from E11.0 AGM region, showing typical morphologies regarding distinct differentiation capacities. Cell frequencies of each type are also shown. Data are from 7 independent experiments with totally 89 embryos used. Scale bars, 400 μm.

The developmental path from tif-HEC to T1 pre-HSC was inferred by Mpath trajectory analysis (Fig. 3g). Consistently, during the course of in vitro culture of the PK44 population isolated from E10.0 AGM region on OP9-DL1 stromal cells to induce its HSC activity, we could witness the generation of immunophenotypic T1 pre-HSCs (Fig. 3h). The finding was in line with the sequential peaking of HECs and pre-HSCs, with the number of the latter reported to gradually increase from E10 and reach the peak at E11.^12,33^ We also evaluated the endothelial and hematopoietic potentials of the T1 pre-HSCs (CD31^+^CD45^−^CD41^low^Kit^+^CD201^high^) in E11.0 AGM region at single-cell level. Surprisingly, we found that although displayed largely decreased endothelial potential as compared to E10.0 PK44 cells (Fig. 2j), T1 pre-HSCs still maintained comparable endothelial-hematopoietic dual potential as that in PK44 population (Fig. 3i). This finding implied that the extremely rare and functionally enriched T1 pre-HSC population has not completely fulfilled the endothelial-to-hematopoietic fate transition.

### Enrichment of the HSC-competent HECs by newly established Neurl3-EGFP reporter

In an effort to search for single marker to distinguish HSC-primed HECs from non-HECs or those CD45^−^ hematopoietic cells sharing an endothelial immunophenotype, we computationally screened for genes significantly overrepresented in the HEC cluster as compared to each of the other four clusters, including one hematopoietic cluster (HC) and three vascular EC clusters (vEC, earlyAEC and lateAEC) (Supplementary information, Fig. S1f). Totally eleven genes were screened out, which were then designated as signature genes of HSC-primed HECs, including three TFs (*Mycn*, *Hlf* and *Gfi1*) but no cell surface markers (Fig. 4a; Supplementary information, Table S5). Most of them manifested similarly high expression in T1 pre-HSCs, with six of them, namely *Neurl3*, *Dnmt3b*, *Mycn*, *Hlf*, *Gfi1*, and *Gck*, belonging to pre-HSC signature genes^11^ (Fig. 4a).

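Against each of HC, vEC, earlyAEC and lateAEC, 4 genes were higher in HEC at the thresholds used here, Dnmt3b, Myb, Mycn and Phgdh, named after their values were seen. Dnmt3b encodes a DNA methyltransferase that sets new methylation marks (log2 fold change over earlyAEC 2.08, adjusted p = 0.000358). All 4 are among the 25 genes of Table S5 that the study screened from these cells, and Mycn and Phgdh are among the 11 that it marks as signature genes. The paper's text and Fig. 4a also count Dnmt3b as a signature gene, which Table S5 does not mark. In all 4 contrasts, 25 of 25 screened genes and 11 of 11 signature genes lay above 0. These lists were chosen on these cells and are not independent evidence. Gfi1 and Hlf, the other named factors, had log2 fold changes over earlyAEC of 2.30 (adjusted p = 0.235) and 3.54 (adjusted p = 0.306), which did not pass the test.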

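In T1 pre-HSCs (43 cells) the median of Neurl3 was 5.27 in log2(TPM/10+1), of Phgdh 4.17, of Mycn 3.35, of Hlf 3.34, of Sfrp2 2.42 and of Gfi1 2.05. In tif-HEC (129 cells) those of Phgdh, Mycn, Hlf, Sfrp2 and Gfi1 were 4.25, 3.40, 2.59, 4.21 and 2.44. Nupr1 had a median of 0.478 in T1 pre-HSC and 1.78 in tif-HEC, and Lmo1 0 and 0.295. Gck had a median of 1.77, Eya2 1.685 and Ift57 1.345 in T1 pre-HSC. Phgdh encodes a serine synthesis enzyme, Sfrp2 a secreted Wnt modulator and Gck glucokinase. Medians are over cells, and with 2 T1 libraries they were not tested.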

**Fig. 4:**
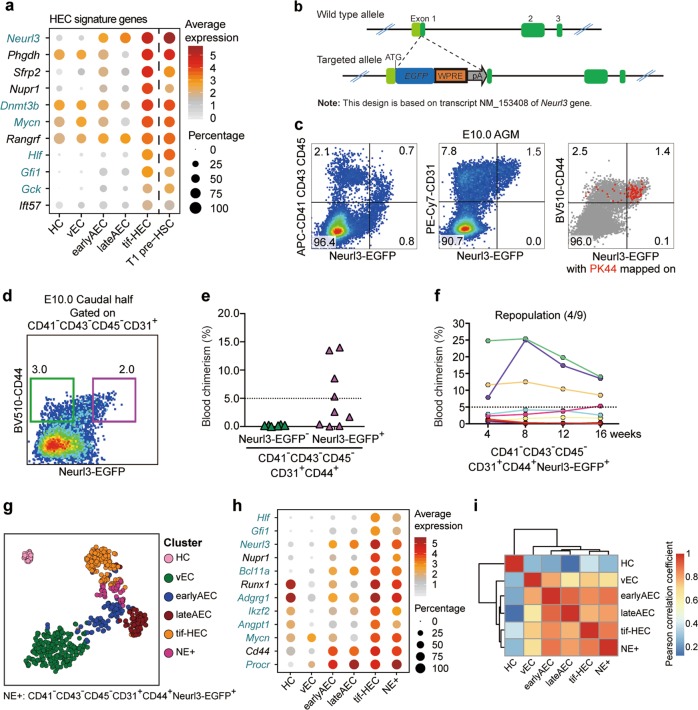
Identifying Neurl3 as a signature gene of HSC-primed HECs validated by functional and transcriptomic evaluation. **a** Dot plot showing the average and percentage expression of HEC signature genes in the indicated clusters. Genes are ordered by their median expression level in tif-HEC. Pre-HSC signature genes are marked as aquamarine. **b** Schematic model of the gene-targeting strategy for generating *Neurl3*^*EGFP/+*^ reporter mouse line via CRISPR/Cas9 system. **c** Representative FACS analysis of the E10.0 AGM region in *Neurl3*^*EGFP/+*^ embryos. FACS plot on the right shows PK44 cells (red dots) mapped on it. **d** Representative FACS plot for sorting of the indicated cell populations from E10.0 caudal half of *Neurl3*^*EGFP/+*^ embryos for the subsequent co-culture and transplantation assay. **e** Graph showing the donor chimerism at 16 weeks after transplantation of the derivatives of the indicated populations from the caudal half of E10.0 *Neurl3*^*EGFP/+*^ embryos. **f** Graph showing the donor chimerism at 4–16 weeks post-transplantation. The recipients were transplanted with the derivatives of CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^ population from the caudal half of E10.0 *Neurl3*^*EGFP/+*^ embryos. Number of repopulated/total recipients is shown in the brackets. **g** t-SNE plot of the cells included in the filtered initial dataset and additional PK44 and NE+ datasets, with clusters mapped on it. The HEC and PK44 clusters are combined as tif-HEC. NE+, CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^ population from E10.0 AGM region. **h** Dot plot showing the average and percentage expression of selected HEC feature genes in the indicated clusters. Pre-HSC signature genes are marked as aquamarine. **i** Heatmap showing the correlation coefficient between each two clusters with hierarchical clustering using average method. Pearson correlation coefficient is calculated using average expression of highly variable genes in each cluster.

To further validate the bioinformatics findings and precisely determine the localization of these HSC-primed HECs, we specially chose *Neurl3* to establish a fluorescence reporter mouse line. 

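Among the 11 genes marked in Table S5, Neurl3 (chromosome 1, 36264597 to 36274679 of GRCm38) had the highest median over the 129 tif-HEC cells, 4.83 in log2(TPM/10+1). In HEC alone (39 cells) the median of Phgdh was 4.92 and that of Neurl3 4.79. By library Neurl3 stood at 296 ± 80.0 CPM (SD, n = 3) in HEC and 63.7 ± 21.2 CPM (SD, n = 5) in earlyAEC. Each HEC library lay above each earlyAEC library, but the log2 fold change of 2.20 (SE 1.15, adjusted p = 0.326) did not pass edgeR's test.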

As the median expression of *Neurl3* was the highest among these HEC signature genes, it was more likely to ensure enough sensitivity (Fig. 4a; Supplementary information, Fig. S3a and Table S5). By CRISPR/Cas9-mediated gene knockin strategy, the *EGFP* was inserted into the translational initiation codon of mouse *Neurl3* gene to ensure that EGFP would be expressed in exactly the same way as Neurl3 (Fig. 4b). We first evaluated the Neurl3-EGFP expression by flow cytometric analysis. At E10.0 AGM region, about half of the Neurl3-EGFP^+^ cells were hematopoietic (CD41/CD43/CD45-positive) cells, which constituted about one fourth of the hematopoietic population (Fig. 4c). All the Neurl3-EGFP^+^ cells were CD31^+^, and nearly all of them expressed CD44, indicative of the predominant aortic localization of Neurl3-EGFP^+^ ECs (Figs. 2b, 4c). Importantly, most of PK44 cells were Neurl3-EGFP^+^, highly suggesting the enrichment of HSC-competence by the Neurl3-EGFP^+^ ECs (Fig. 4c). To confirm the HSC-competence of the Neurl3-EGFP-labeled ECs, we performed co-culture plus transplantation assay using E10.0 Neurl3-EGFP mouse embryos (Fig. 4d). Although both could generate hematopoietic clusters under the in vitro culture condition, all the long-term (16 weeks) repopulations were detected exclusively in the recipients transplanted with the derivatives from CD44^+^Neurl3-EGFP^+^ ECs but not from CD44^+^Neurl3-EGFP^−^ ECs (Fig. 4e, f; Supplementary information, Fig. S3b).

We next investigated the transcriptomic identity of the Neurl3-EGFP^+^ ECs. We isolated ECs with an immunophenotype of CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^ (NE+) from E10.0 AGM region and performed scRNA-seq with totally 48 of them. 

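NE+ cells came in 1 library of E10.0 AGM, and 41 of 48 passed the authors' filter. The library held 25895500 UMIs, and the cells that passed had a median of 641745 UMIs and 7375 genes. With 1 library there are no replicates, so NE+ values are given with exact intervals that cover counting error only, and no test was made. The cells were sorted by the EGFP reporter and surface proteins, so the group was set before sequencing.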

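The files hold no row for EGFP. Table S1 gives it for the 41 NE+ cells that passed, and there the paper's values run from 3.69 to 7.49 with a median of 5.78. UMIs of Neurl3 were found in 41 of 41 NE+ cells, of Runx1 in 40 of 41 NE+ cells (97.6%, 95% Clopper-Pearson interval 87.1 to 99.9%) and of Gfi1 in 28 of 41 NE+ cells (68.3%, 95% Clopper-Pearson interval 51.9 to 81.9%). Over the library Neurl3 stood at 123 CPM (exact Poisson interval 119 to 127) and Runx1 at 150 CPM (146 to 155). In these reporter embryos (Neurl3EGFP/+) EGFP was inserted at the start codon of Neurl3, so the Neurl3 level also goes with genotype.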

All the sequenced NE+ cells that passed quality control ubiquitously expressed EGFP as expected and most of them expressed *Nerul3* and *Runx1* (Supplementary information, Fig. S3c–e). They distributed close to tif-HEC and were predominantly located between tif-HEC and earlyAEC by t-SNE visualization (Fig. 4g; Supplementary information, Table S1). Accordingly, NE+ cells demonstrated the increased cycling as compared to earlyAEC, presenting an intermediate proliferative status between earlyAEC and tif-HEC (Supplementary information, Fig. S3f). 

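Of NE+ cells, 27 of 41 were proliferative by the paper's rule (65.9%, 95% Clopper-Pearson interval 49.4 to 79.9%). The earlyAEC and HEC values lie on either side of it, and NE+ has a single library, so the differences were not tested. The arterial score of NE+ was 5.07 and its venous score 0.204, and 22 of 41 cells passed the arterial threshold (53.7%). The paper states an intermediate proliferative status of NE+ cells between earlyAEC and tif-HEC.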

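The medians of signature genes in the 41 NE+ cells, in log2(TPM/10+1), were 3.60 for Sfrp2, 3.435 for Phgdh, 3.34 for Mycn, 3.15 for Neurl3, 1.06 for Gck, 0.952 for Hlf and 0.371 for Gfi1. Hlf and Gfi1 are transcription factors of blood stem cells, and their medians and that of Neurl3 lay below those of tif-HEC. The Neurl3 median also goes with genotype, since these embryos carry the EGFP insertion in Neurl3. NE+ has no replicate library, and none of these differences was tested.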

Similar to tif-HEC, NE+ cells showed relatively high expression of a set of HEC feature genes and pre-HSC signature genes (Figs. 2i, 4h). 

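Across 8436 genes, Pearson's r between the mean of NE+ cells and that of other groups was 0.953 for HEC, 0.935 for earlyAEC, 0.921 for tif-HEC, 0.903 for T1 pre-HSC and 0.888 for PK44. It was 0.876 for lateAEC, 0.8705 for vEC and 0.724 for HC. Between earlyAEC and lateAEC r was 0.949. Over the 488 transcription factors it was 0.917 for HEC, 0.913 for earlyAEC and 0.857 for tif-HEC. HEC is part of tif-HEC, and the PK44 part had fewer UMIs per cell, a median of 338488 against 641745 in NE+. These correlations are across genes, which are not independent replicates, so no p is given.

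**Figure D6:**
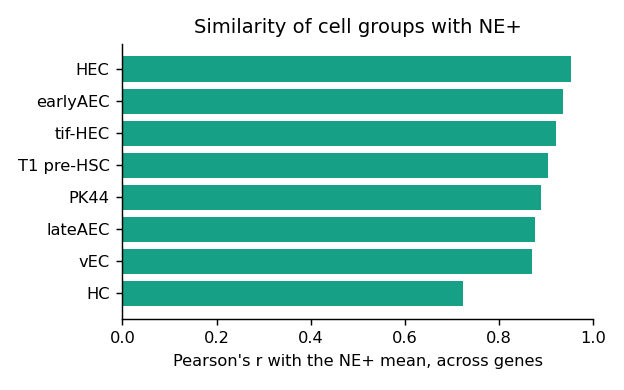
Pearson's r across 8436 genes between the mean profile of NE+ cells and that of each of 8 groups on the axis. Bars start at 0, and the bar of HEC stands highest and that of HC lowest.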

Correlation analysis revealed that NE+ cells showed the highest similarity with tif-HEC and they were clustered together by hierarchical clustering, whereas earlyAEC and lateAEC were much correlated (Fig. 4i). Therefore, from the functional and transcriptomic evaluation, the performance of the Neurl3-EGFP-marked ECs was basically consistent with the prediction of HSC-primed HEC by unsupervised computational screening.

### In situ localization and in vitro function of the HECs marked by Neurl3-EGFP reporter

At the AGM region of E9.5–E11.0 embryos, CD44 expression marked the whole endothelial layer of dorsal aorta in addition to IAHC cells, in line with the whole mount staining (Figs. 2b, 5a; Supplementary information, Fig. S3g). Of note, Neurl3-EGFP expression was restricted to the IAHCs and partial aortic ECs, where Neurl3-EGFP and Runx1 presented a highly co-expression pattern (Fig. 5a; Supplementary information, Fig. S3g). Thus the Neurl3-EGFP^+^ cells embedded in the endothelial layer largely enriched the putative HECs. By FACS analysis, the average constitution of Neurl3-EGFP^+^ cells in CD44^+^ ECs were 35.7%, 50.2% and 17.7% in E9.5 caudal half, E10.0 and E10.5 AGM region, respectively (Supplementary information, Fig. S3h). Considering the slight over-estimation due to the high sensitivity of FACS, the data were basically in accordance with the morphological findings (Fig. 5a) and the estimated HEC composition by scRNA-seq (Supplementary information, Fig. S1f). The temporal dynamics of the HEC we defined here was also in line with that of Runx1 expression in aortic endothelial layer reported.^34^ The HEC population peaked at E10.0, about 0.5 days earlier than the time point when the number of IAHC cells reaches the peak and the first HSCs are detected in AGM region.^7,27^ Of particular note, the expression of Neurl3-EGFP was completely absent from the sub-aortic mesenchyme, in contrast to the widespread distribution of Runx1 there at E10.0-E11.0 (Fig. 5a; Supplementary information, Fig. S3g). Although scattered Runx1^+^CD44^+^ round blood cells were easily witnessed, much fewer Neurl3-EGFP-expressed cells outside dorsal aorta were detected, even at E11.0 (Fig. 5a; Supplementary information, Fig. S3g).

**Fig. 5:**
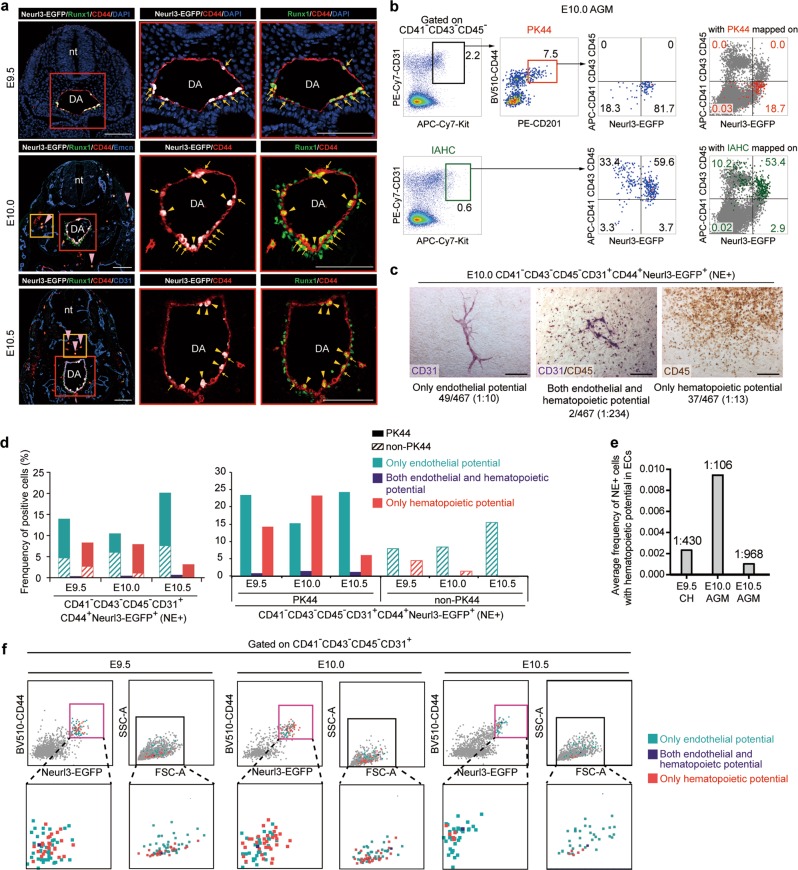
In situ localization and in vitro function of the dynamic HECs marked by Neurl3-EGFP reporter. **a** Representative immunostaining on cross sections at the AGM region of E9.5 (upper), E10.0 (middle) and E10.5 (lower) *Neurl3*^*EGFP/+*^ embryos. Arrows indicate Neurl3-EGFP^+^ aortic ECs. Yellow arrowheads indicate Neurl3-EGFP^+^ bulging and bulged cells and also IAHCs. White pink arrowheads indicate CD44^+^Runx1^+^Neurl3^−^ hematopoietic cells distributed outside the aorta. The high magnification views of yellow boxes are shown in Supplemental information, Fig. S3g. nt, neural tube; DA, dorsal aorta. Scale bars, 100 μm. **b** Representative FACS analysis of the E10.0 AGM region of *Neurl3*^*EGFP/+*^ embryos. FACS plots on the right showing PK44 cells (red dots, upper) and IAHC (CD31^+^Kit^high^) cells (green dots, lower) mapped on, respectively, with their contributions to the population in each gated quadrant indicated. **c** Representative CD31 and CD45 immunostaining on the cultures of single NE+ (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^) cells from E10.0 AGM region of *Neurl3*^*EGFP/+*^ embryos, showing typical morphologies regarding distinct differentiation potentials. Cell frequencies of each kind of potential are also shown. Data are from 5 independent experiments with totally 37 embryos used. Scale bars, 400 μm. **d** Column charts showing the frequencies of positive cells in the indicated populations (lower) for each kind of potential. The experiments were performed with NE+ (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^) single cells from E9.5 caudal half or E10.0-E10.5 AGM region of *Neurl3*^*EGFP/+*^ embryos with PK44 indexed. Progenies from PK44 and non-PK44 fractions within NE+ cells are represented by distinct fill patterns. **e** Graph showing the average frequencies of the NE+ (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^) cells with hematopoietic potential in ECs (CD41^−^CD43^−^CD45^−^CD31^+^) in E9.5 caudal half (CH) or E10.0–E10.5 AGM region of *Neurl3*^*EGFP/+*^ embryos. **f** Expression of CD44 and Neurl3-EGFP and values of FSC-A and SSC-A in the index-sorted single NE+ (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^) cells with differentiation potential based on in vitro functional evaluation. Cells with different kinds of potentials are mapped onto the reference FACS plots (gray dots). Pink boxes indicate the gates of the populations for FACS sorting. The enlarged views of solid boxes are shown below.

Given the lack of suitable antibodies to directly determine the anatomical localization of PK44 cells, which have been proven as HSC-competent HECs (Fig. 2c–e), we compared in FACS plots the distributions of PK44 and Neurl3-EGFP^+^ cells, whose in situ localization was clearly defined (Fig. 5a), with the CD31^+^Kit^high^ population (known as IAHC cells) as a parallel reference.^7^ In E10.0 AGM region, about 80% of PK44 cells and 60% of IAHC cells were Neurl3-EGFP^+^, with most CD31^+^Kit^high^ cells being CD41/CD43/CD45-positive hematopoietic cells as previously reported^7^ (Fig. 5b; Supplementary information, Fig. S3i). PK44 showed an expression pattern largely different from CD31^+^Kit^high^ cells, suggestive of its predominant endothelial layer rather than IAHC localization (Fig. 5b).

As less than half of Neurl3-EGFP^+^ ECs showed a PK44 immunophenotype in E10.0 AGM (Fig. 5b; Supplementary information, Fig. S3i), we next explored the in vitro functional relationship of PK44 and non-PK44 fractions within NE+ cells (CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^) by index-sorting. From E9.5 to E10.5, all three kinds of potentials, including endothelial-only, hematopoietic-only, and endothelial-hematopoietic dual potential, could be detected in NE+ cells, with different frequencies (Fig. 5c, d; Supplementary information, Fig. S3j). The average frequency of the NE+ cells with hematopoietic potential in ECs peaked at E10.0 and apparently decreased at E10.5 (Fig. 5e). The potential was remarkably biased to endothelial at E10.5 as compared to E9.5 and E10.0 (Fig. 5d), which should be due to the prompt loss of Neurl3-EGFP-labeled HECs and the possible labeling of some lateAECs by Neurl3-EGFP (Fig. 4a, h). Of note, all three kinds of potentials were obviously higher in PK44 than non-PK44 fraction, with endothelial-hematopoietic dual potential exclusively detected in PK44 cells (Fig. 5d). Therefore, presenting a PK44 immunophenotype represented the enriched functional sub-populations within Neurl3-EGFP^+^ HECs (Fig. 5d; Supplementary information, Fig. S3i). All three kinds of potentials did not show an evidently biased distribution regarding CD44 or Neurl3-EGFP expression level by index sorting analysis (Fig. 5f). Interestingly, cells with the hematopoietic rather than endothelial potential intended to have smaller side scatter density on FACS (Fig. 5f).

### Stepwise fate choices of HSC-primed HECs from primitive vascular ECs

In an effort to decipher the stepwise specification of the HSC-primed HECs, we added the immunophenotypic EC samples, from the stage of initial aortic structure formation at E8.0^35^ to E9.0, to achieve seamless sampling at continuous developmental stages (Supplementary information, Fig. S4a). 

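The earlier data set added 579 cells in 19 libraries, of which 554 passed the authors' filter. These were E9.0 body (8 libraries), E8.5 body (9), E8.0 body (1) and non-endothelial control cells of E8.0 body (1). Libraries held 2042693 to 33341247 UMIs, the lowest being the control library of 8 cells. The cells that passed had a median of 695756.5 UMIs and 7824.5 genes. Counts of path cells were summed per library and cluster of the second clustering, which gave 18 groups of pEC, 19 of pAEC and 3 each of earlyAEC and HEC, with 2 of T1 pre-HSC, and 14312 genes were tested in these 45 groups.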

All the transcriptomically identified ECs were re-clustered into six clusters, with four of them basically consistent with those previously defined, namely vEC, earlyAEC, lateAEC, and HEC. The newly added samples were mainly distributed into three clusters, vEC, primitive EC (pEC) featured by *Etv2* expression and involving almost all E8.0 cells, and primitive arterial EC (pAEC) given the expression of arterial marker *Gja5* and serving as the earliest arterial EC population (Supplementary information, Fig. S4b, c). 

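Etv2, the transcription factor that starts the endothelial program (chromosome 7, 30633616 to 30635852 of GRCm38), stood at 92.8 ± 42.3 CPM (SD, n = 18 libraries) in pEC and 9.09 ± 9.53 CPM (SD, n = 19) in pAEC (log2 fold change -3.31, SE 0.54, adjusted p = 1.32e-05). Its UMIs were found in 192 of 239 pEC cells (80.3%, 95% Clopper-Pearson interval 74.7 to 85.2%) and 77 of 181 pAEC cells (42.5%, 95% Clopper-Pearson interval 35.2 to 50.1%). Gja5, connexin 40, stood at 178 ± 174 CPM in pAEC and 1.52 ± 1.50 CPM in pEC (log2 fold change 6.90, SE 0.51, adjusted p = 3.04e-13). Every pAEC library lay above every pEC library for Gja5. In earlyAEC Gja5 stood at 601 ± 20.7 CPM (SD, n = 3). On the path, E8.0 gave 34 pEC and 2 pAEC.

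**Figure D7:**
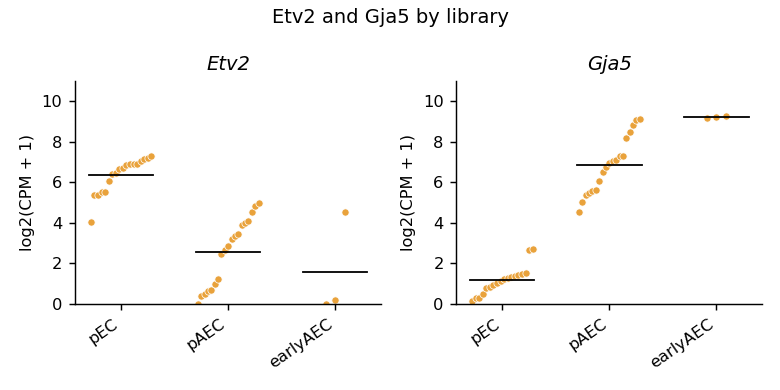
Levels of Etv2 and Gja5 as log2(CPM + 1) on the vertical axis for pEC, pAEC and earlyAEC. Each point is a library and each line the mean of a group, and Gja5 is higher in every pAEC library than in every pEC library.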

The latter two clusters were newly identified.

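All 10 arterial genes of the paper's score were higher in pAEC than in pEC, as many when adjusted over the list alone (camera adjusted p = 9.52e-30). Among them were Unc5b, a guidance receptor (3.48, adjusted p = 3.60e-12), the ephrin gene Efnb2 (2.64, adjusted p = 5.31e-16), Epas1, the hypoxia factor HIF2α (3.89, adjusted p = 1.11e-11), and Dll4 (2.53, adjusted p = 2.10e-09), each as a log2 fold change. All 3 venous genes were lower in pAEC (3 adjusted over the list alone, camera adjusted p = 1.44e-06), and again in earlyAEC against pAEC (3 adjusted over the list alone, camera adjusted p = 7.75e-05). In all, 809 genes were higher and 498 lower in pAEC than in pEC, 1307 together. In earlyAEC against pAEC (3 libraries against 19) 471 were higher and 370 lower. The first total was 665 with library as a block, and in simulated data 58 of 197 calls of that comparison fell on unchanged genes. The second total of 841 was 383 without EC63.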

Trajectory analysis by Mpath demonstrated two bifurcations along the path from pEC to HEC and revealed a predominant two-step fate choice (Fig. 6a). pEC first chose an arterial but not venous fate to become pAEC, then upon maturing into earlyAEC and lateAEC, HEC chose to segregate from the intermediate arterial population earlyAEC (Fig. 6a), in line with the finding that the HEC displayed certain arterial characteristics but was completely devoid of venous feature (Fig. 1h). To decipher the underlying molecular programs for HEC specification, we specifically selected four clusters, excluding vEC and lateAEC branched out from the path from pEC to HEC, and added T1 pre-HSC as the end point for the subsequent analysis (Fig. 6b). 

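On the path, pEC came from E8.0 in 34 cells, E8.5 in 132, E9.0 in 64 and E9.5 in 9. pAEC came from E8.5 in 92 cells, E9.0 in 51, E9.5 in 24, E10.0 body in 10 and E10.0 DA in 2. earlyAEC were chosen by the authors mainly from E10.0 DA, with 40 cells, and HEC likewise with 33, while all 43 T1 pre-HSCs came from E11.0. The order pEC, pAEC, earlyAEC therefore goes with stage and dissection. With stage as a covariate, 1092 genes differed between pAEC and pEC.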

Monocle 2 elegantly recapitulated the sequential sampling stages and the deduced cellular evolution upon stepwise hemogenic specification along the inferred pseudotime (Fig. 6c; Supplementary information, Fig. S4d).

**Fig. 6:**
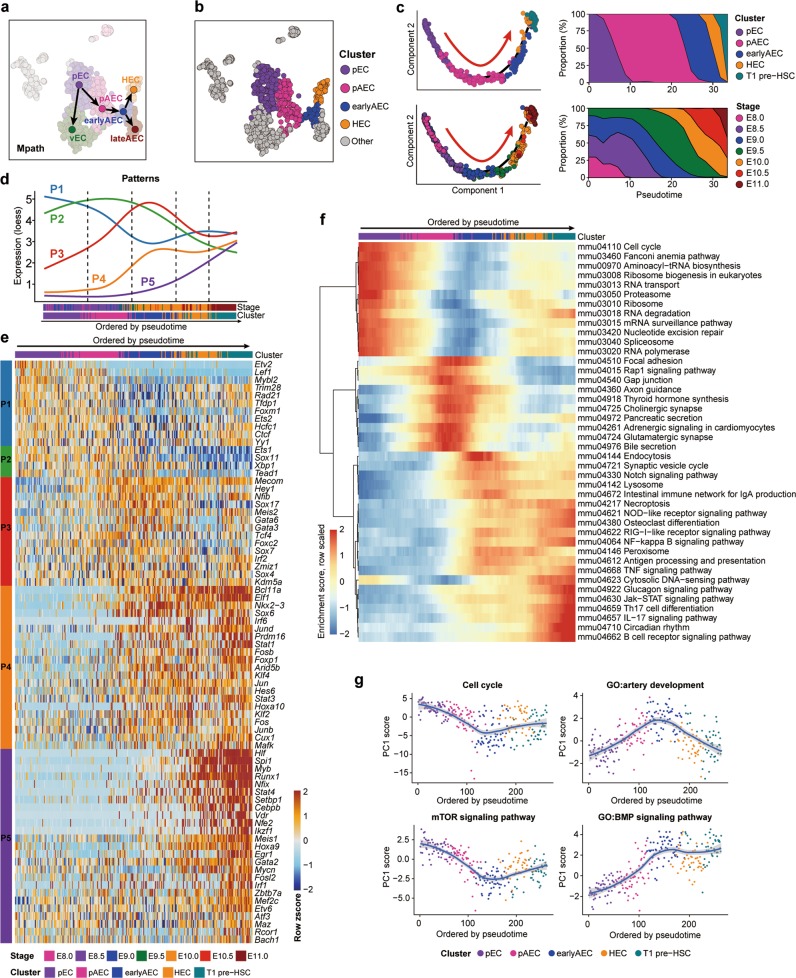
Molecular evolution underlying the specification of HSC-primed HECs from primitive vascular ECs. **a** Trajectories of pEC, vEC, pAEC, earlyAEC, lateAEC and HEC inferred by Mpath. Arrows indicate the development directions predicted by sampling stages. **b** t-SNE plot showing the distribution of the four clusters involved in hemogenic specification. Other cells are in gray. **c** Pseudotemporal ordering of the cells included in the indicated five clusters inferred by monocle 2 (left), with clusters (upper left) and sampling stages (lower left) mapped to it. HEC specification directions are indicated as red arrows. Smooth distributions of clusters (upper right) and sampling stages (lower right) along pseudotime by using Gaussian kernel density estimate are shown. **d** Dynamic changes of five gene expression patterns along the trajectory ordered by pseudotime inferred by monocle 2. For each pattern, principal curves are fitted on expression levels of the genes in that pattern along pseudotemporal order, using local polynomial regression fitting method. Randomly down-sampling is performed in pEC and pAEC clusters for better visualization. **e** Heatmap showing the relative expression of the core TFs belonging to the regulons, genes in which exhibit significant overlap with the pattern genes. Cells are ordered by pseudotime and TFs are ordered by Patterns. **f** Heatmap showing smoothed (along adjacent 25 cells) and scaled enrichment scores of top 50 KEGG pathways along the order by pseudotime. Pathways are ordered by hierarchical clustering using ward.D method. **g** Scatter plots showing the relative activity levels of pathways or GO terms with loess smoothed fit curves and 95% confidence interval indicated. Relative activity levels are represented by the PC1 scores of expression levels of the genes in a given set. The sign or direction of PC1 is corrected according to positive correlation with averaged expression levels.

We identified totally 2851 genes whose expression levels were changed significantly among five clusters, which were further grouped into five principal expression patterns along the inferred pseudotime (Fig. 6d; Supplementary information, Fig. S4e and Table S6). 

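Of the 988 genes of Pattern 1, 608 had their highest library mean in pEC. Their median level in log2(CPM + 1) was 6.49 in pEC, 6.08 in pAEC, 5.51 in earlyAEC, 6.08 in HEC and 5.92 in T1 pre-HSC. Odc1 and Srm, enzymes of polyamine synthesis, were lower in pAEC than in pEC (log2 fold change -1.80, adjusted p = 6.15e-14, and -1.50, adjusted p = 2.26e-10). The study chose these patterns on these cells, so the order of levels is not independent evidence. The supplementary table of patterns was available only in part, 1999 of its genes.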

In general, the expressions of the genes in Pattern 1 showed the highest in pEC, decreased apparently upon arterial specification, whereas slightly increased upon hemogenic specification. These genes were mainly related to rRNA processing and mitotic nuclear division (Fig. 6d; Supplementary information, Fig. S4e, f). Genes in Pattern 2 and Pattern 3 showed the highest expression in pAEC and earlyAEC, respectively, and were subsequently down-regulated (Fig. 6d). They were related to actin filament organization and cell migration, respectively, indicative of the employment of different behaviors at different maturation status of arterial ECs (Supplementary information, Fig. S4e, f). 

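Of the 308 genes of Pattern 2, 196 were highest in pAEC, with median levels in log2(CPM + 1) of 6.17 in pEC, 6.69 in pAEC, 6.29 in earlyAEC and 5.03 in HEC. Of the 459 genes of Pattern 3, 286 were highest in earlyAEC and 137 in T1 pre-HSC. Their medians were 5.04 in pEC, 6.09 in pAEC, 6.55 in earlyAEC, 5.55 in HEC and 6.36 in T1 pre-HSC. Lin28a, an RNA-binding repressor of let-7 in early embryos, was lower in earlyAEC than in pAEC (log2 fold change -9.52, adjusted p = 2.28e-07), as was the cell surface gene Prtg (-5.52, adjusted p = 6.37e-05). As lists chosen by the study, the patterns are not independent evidence.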

Genes in Pattern 4 and Pattern 5 both had the highest expression in the final T1 pre-HSC and both exhibited hematopoiesis-related terms. Expression of genes in Pattern 4 reached the relatively high level at the earlyAEC stage, whereas that of Pattern 5 genes showed a gradual increase (Fig. 6d; Supplementary information, Fig. S4e, f).

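Of the 244 genes of Pattern 4 that could be read, 126 were highest in T1 pre-HSC and 87 in earlyAEC. Their medians in log2(CPM + 1) were 3.24 in pEC, 4.32 in pAEC, 6.03 in earlyAEC, 5.65 in HEC and 6.23 in T1 pre-HSC. The rest of Pattern 4 and all of Pattern 5 were missing from the part of the supplementary table at hand, so Pattern 5 has no value. The study chose the genes on these cells, and their order is not independent evidence.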

Among the above 2851 pattern genes, 75 TFs belonged to the core TFs of the regulons where the genes included significantly overlapped with the pattern genes (Fig. 6e; Supplementary information, Table S6). Given the simultaneous co-expression of the core TF and its predicted targets in a given regulon, these core TFs were considered to presumably play a role to drive or orchestrate the dynamic molecular program during HEC specification (Fig. 6e). Most of these TFs belonged to Pattern 4 and Pattern 5, indicating that most activated TFs along HEC specification from primitive vascular ECs were those overrepresented in the final hemogenic and hematopoietic populations (Fig. 6e). 

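Among the 100 transcription factors in the part of the pattern table at hand, 36 belonged to Pattern 1, 8 to Pattern 2, 29 to Pattern 3 and 27 to Pattern 4, of which 20 were highest in T1 pre-HSC. Pattern 5 could not be counted. The paper's statement is on the core factors of regulons, a different set, so this tally does not bear on it. Over all 1023 transcription factors tested, 36 were higher and 41 lower in pAEC than in pEC, and 31 higher and 20 lower in earlyAEC than in pAEC. Of 22 blood stem and progenitor factors, 3 were higher in pAEC than in pEC (Runx1, Gfi1 and Bcl11a, named after their values were seen; 6 adjusted over the list alone, camera adjusted p = 0.228).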

We also examined the expression patterns of totally 28 TFs previously reported to have a role in HSPC regeneration in vitro.^36–39^ Nineteen of these presumed functional TFs were dynamically changed, among which 15 were core TFs of regulons and 13 belonged to Pattern 5 (Supplementary information, Fig. S4g).

We next evaluated the pathway enrichment for each cell to depict dynamic changes at pathway level. The enrichment of pathways differently activated among the five candidate clusters showed the dynamic patterns similar to gene expression patterns (Fig. 6f). Among these pathways, those associated with cell cycle, ribosome and spliceosome were down-regulated with arterial specification whereas turned to be moderately up-regulated upon hemogenic specification (Fig. 6f, g). In contrast, several pathways experienced a completely opposite change, such as the Rap1 signaling pathway (Fig. 6f). 

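Ribosome biogenesis genes were lower in pAEC than in pEC in 13 of 89 (81 past the adjusted p over the list alone, camera adjusted p = 1.49e-47). Splicing factors all lay below 0 there, 0 past the fold threshold (56 past the adjusted p over the list alone, camera adjusted p = 7.94e-17). G1/S genes lay below 0 in 39 of 43 (14 adjusted over the list alone, camera adjusted p = 2.91e-06, adjusted p = 0.284 with an estimated correlation) and G2/M genes in 43 of 54 (camera adjusted p = 0.0194, adjusted p = 0.668 with an estimated correlation; adjusted p = 0.333 with library as a block). From pAEC to earlyAEC, 23 of 54 G2/M genes were lower (40 adjusted over the list alone, camera adjusted p = 6.89e-27). In HEC against earlyAEC 66 of 78 splicing factors lay above 0, 1 of them higher (Snrpd3, named after its values were seen; 9 adjusted over the list alone, camera adjusted p = 3.01e-08, adjusted p = 0.0728 with an estimated correlation). Cytosolic ribosomal protein genes lay below 0 in 80 of 80 in pAEC against pEC (camera adjusted p = 1.68e-14, adjusted p = 0.339 with an estimated correlation) and above 0 in 77 of 80 in HEC against earlyAEC (camera adjusted p = 9.08e-08, adjusted p = 0.528 with an estimated correlation). Rap1 signalling genes, which control junctions and adhesion, were lower in HEC than in earlyAEC in 7 of 45 and higher in none (10 lower and 1 higher adjusted over the list alone, camera adjusted p = 5.85e-06).

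**Figure D8:**
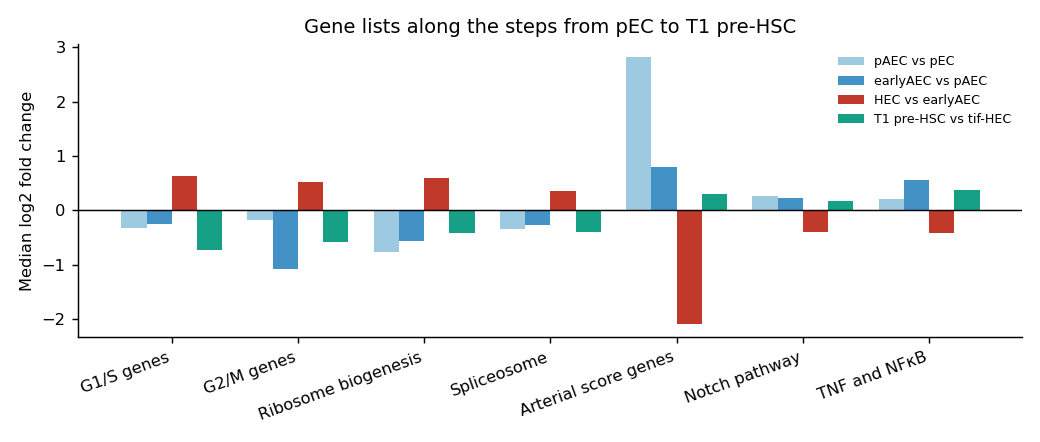
Median log2 fold change of 7 gene lists on the vertical axis at each step, pAEC against pEC, earlyAEC against pAEC, HEC against earlyAEC and T1 pre-HSC against tif-HEC. Each line is a list, and ribosome biogenesis lies below 0 at the first step and above 0 from earlyAEC to HEC.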

The activities of pathways related to artery development, and its pivotal executor the Notch signaling pathway,^2,40^ first rose to peak in earlyAEC and then modestly fell down upon hemogenic specification (Fig. 6f, g). 

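Notch pathway genes were higher in pAEC than in pEC in 7 of 48 (13 higher and 3 lower adjusted over the list alone, camera adjusted p = 0.000982), among them the target Hey1 with a log2 fold change of 1.96 (adjusted p = 2.36e-05) and the receptor Notch1 with 1.06 (adjusted p = 8.03e-09). From pAEC to earlyAEC the list did not pass (camera adjusted p = 0.186), and Notch1 and Dll4 had log2 fold changes of -0.20 (adjusted p = 0.693) and -0.20 (adjusted p = 0.855). In HEC against earlyAEC 4 of 49 were lower, Notch1, Notch4, Dll4 and Crebbp (4 adjusted over the list alone, camera adjusted p = 0.0108, adjusted p = 0.116 with an estimated correlation). Of these Notch4 and Crebbp were named after their values were seen. Notch1 stood at 67.4 ± 4.45 CPM (SD, n = 3 libraries) in HEC and 192 ± 33.5 CPM (SD, n = 5) in earlyAEC (log2 fold change -1.51, SE 0.40, adjusted p = 0.0222). Arterial score genes rose as a list from pAEC to earlyAEC, with 1 of 10 higher (Epas1, 2 adjusted over the list alone, camera adjusted p = 0.0321, adjusted p = 0.382 with an estimated correlation). That list did not pass without EC47 (adjusted p = 0.0655) or EC63 (0.0686). The fall of the Notch list in HEC did not pass without EC47 (0.0865) or with library as a block (0.0633). The adjusted p of Notch1 in HEC against earlyAEC was 0.0945 with library as a block, 0.134 without EC47, 0.172 without EC63 and 0.000808 to 0.172 over all settings tried.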

Some inflammation-related pathways, including the NFκB and TNF signaling pathways, were activated from earlyAEC to the final T1 pre-HSC, in line with the notion about the requirement of inflammatory signaling during HSC generation^41^ (Fig. 6f).

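TNF and NFκB signalling genes rose from pAEC to earlyAEC, 4 of 48 higher and none lower (Nfkbia, Traf5, Icam1 and Vcam1, named after their values were seen; 4 adjusted over the list alone, camera adjusted p = 0.000144). Nfkbia encodes the inhibitor of NFκB, Traf5 a signalling adaptor, and Icam1 and Vcam1 leukocyte adhesion molecules. From pEC to pAEC the list did not pass (camera adjusted p = 0.262), nor from earlyAEC to HEC (0.262). In T1 pre-HSC against tif-HEC 37 of 48 lay above 0 and none was called (camera adjusted p = 0.00509, adjusted p = 0.133 with an estimated correlation). That call ended without EC81 (adjusted p = 0.072). EC81 also exceeded EC82 in most immediate early and stress genes (median log2 difference of EC82 from EC81 -0.80, 4 of 33 above 0), and handling was not tested. The paper states that such pathways were activated from earlyAEC to T1 pre-HSC, and sets this beside the known need for inflammatory signals in HSC generation.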

## Disccussion

Here via unbiasedly going through all the relevant EC populations, HSC-primed HECs were transcriptomically identified. More importantly, combining the computational prediction and in vivo functional evaluation, we precisely captured the HSC-competent HECs by a newly constructed fluorescent reporter mouse model, Neurl3-EGFP, and revealed further functionally enriched sub-population within Neurl3-EGFP-labeled ECs by a set of surface marker combination PK44 (Fig. 5d; Supplementary information, Fig. S3i). Together with our most recent report showing CD201 marks all the HSCs in AGM region by direct transplantation,^42^ our findings thus pinpoint CD201 as a powerful enriching surface marker for the whole process of HEC-to-HSC transition.^11^ Serving as the putative marker of HSC-primed HECs,^14,22^ *Gfi1* was specifically expressed in HEC but not other EC-related populations (Fig. 4h), supportive of the cluster assignment. 

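Gfi1 (chromosome 5, 107716657 to 107726036 of GRCm38) had UMIs in 35 of 39 HEC cells (89.7%, 95% Clopper-Pearson interval 75.8 to 97.1%), 41 of 88 earlyAEC cells (46.6%, 95% Clopper-Pearson interval 35.9 to 57.5%), 32 of 79 lateAEC cells (40.5%, 95% Clopper-Pearson interval 29.6 to 52.2%) and 11 of 223 vEC cells (4.93%, 95% Clopper-Pearson interval 2.49 to 8.65%). After each cell was thinned to 100000 UMIs the shares were 79.5% in HEC, 25.0% in earlyAEC and 17.7% in lateAEC. By library Gfi1 stood at 65.0 ± 21.9 CPM (SD, n = 3) in HEC and 13.3 ± 10.9 CPM (SD, n = 5) in earlyAEC, and at a log2 fold change of 8.43 over vEC (adjusted p = 3.26e-11, 0.069 with library as a block). Against lateAEC its log2 fold change was 2.69 (adjusted p = 0.32).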

Belonging to the gene family of E3 ubiquitin ligases, the expression and role of Neurl3 in spermatogenesis and inflammation have been reported,^43–45^ whereas that relevant to vascular and hematopoietic development remain barely known. Neurl3 was screened out by unsupervised bioinformatics analysis, and fortunately, its expression in the AGM region was restricted to aorta and largely consistent with that of *Runx1* both transcriptomically (Supplementary information, Fig. S1k) and anatomically (Fig. 5a) regarding endothelial expression. 

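Runx1 stood at 361 ± 101 CPM (SD, n = 6 libraries) in HC, with a log2 fold change of HEC over HC of -0.27 (SE 0.79, adjusted p = 0.893). Adgrg1 stood at 403 ± 51.4 CPM in HC and 368 ± 125 CPM (SD, n = 3) in HEC (-0.13, SE 0.47, adjusted p = 0.92). In contrast Neurl3 was higher in HEC than in HC (log2 fold change 6.09, adjusted p = 0.000441), as were Gfi1 (10.09, adjusted p = 1.40e-07), Myb (5.26, adjusted p = 0.000128), Hoxa9 (8.77, adjusted p = 5.83e-14) and Bcl11a (11.07, adjusted p = 8.82e-07), which act in blood stem and progenitor cells. HC came from E9.5 body only, so this contrast also goes with stage.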

Although highly expressed in tif-HEC, *Runx1* and *Adgrg1* were also highly expressed in the CD45^−^ hematopoietic population (Fig. 4h), which should be the derivatives of HSC-independent hematopoiesis. This suggested that they may not distinguish the precursors of HSCs and non-HSCs,^34,46^ thus *Runx1* and *Adgrg1* were not included in the list of the signature genes of HSC-primed HEC (Fig. 4a). The specificity of *Nerul3* expression related to HSC generation suggests that the Neurl3-EGFP would be a good reporter for the studies of HSC development.

Based on the in vivo functional validation of the HSC-primed HECs and the sampling of continuous developmental stages with intervals of 0.5 days, we had a good opportunity to evaluate the dynamics and functional heterogeneity of these important transient populations. Unexpectedly, the HSC-competent HECs we identified here demonstrated a previously unresolved endothelial-hematopoietic dual potential. Marked by either PK44 or Neurl3-EGFP, the HECs showed higher enrichment of hemogenic properties both transcriptomically and functionally than those using Runx1 +23GFP as a maker,^3^ including the expression of key hematopoietic TFs (Supplementary information, Figs. S2d and S3d) and the in vitro hematopoietic or endothelial potential (Supplementary information, Figs. S2f and S3j), which might partially explain why the rare endothelial-hematopoietic dual potential is hardly detected around the timing of HSC emergence in the previous report.^3^ Thus, our findings well supplement the functional evaluation of putative HECs, which have a dynamic and transient nature; without catching the endothelial-hematopoietic dual potential, it is hard to define a given population being experiencing the endothelial-to-hemogenic fate conversion. Both the constitution and the hemogenic potential of the HSC-primed HECs reached the peak at the time point about 0.5 days before the first HSC emergence, and rapidly decreased thereafter (Fig. 5e; Supplementary information, Figs. S1f and S3h). Interestingly, the endothelial-hematopoietic dual potential was still maintained until T1 pre-HSC stage at E11.0 (Fig. 3i), when cells have begun to express hematopoietic surface markers (Fig. 3b) and turned to be round in shape.^15^ The data suggest that the hematopoietic fate might not have been fixed in T1 pre-HSC, which needs further investigations.

We also precisely decoded the developmental path of HSC-primed HECs from the initially specified vascular ECs, the view of which has been generally neglected previously. We found that the gene expressions and the activities of pathways involved in arterial development and the Notch signaling first increased and then decreased upon HEC specification (Fig. 6e–g). Supportively, several seemingly contradictory findings have been reported regarding the role of the Notch signaling in HEC specification. For example, activation of arterial program or the Notch signaling is known to be required for HEC specification in mouse embryos or generation of HECs with lymphoid potential from human pluripotent stem cells.^47–49^ On the other hand, repression of arterial genes in EC after arterial fate acquisition leads to augmented hematopoietic output.^50^ Noteworthy, we revealed two bifurcates during HSC-primed HEC specification along the path from primitive vascular EC, suggesting two-step fate choice occurred for hemogenic fate settling (Fig. 6a). Serving as the two presumed final fates of earlyAEC, HEC and lateAEC displayed a series of differences (Fig. 1l), which better explains the presumably misinterpreted notion in previous report that arterial ECs and HSCs originate from distinct precursors.^18^ Our findings further emphasize that arterial specification and the Notch signaling activation should be precisely and stepwise controlled for HSC generation. Although both showing obvious similarities regarding the arterial features and anatomical distributions, the molecular difference between earlyAEC and lateAEC should also be paid attention to as the former but not the latter is likely to be the direct origin of the HSC-primed HECs.

We also revealed several similarities regarding the molecular events underlying the development of HSC-primed HECs between mouse embryos in the present study and human embryos that we have reported very recently,^19^ including the arterial features and the overrepresented ribosome and translational activities in the HSC-primed HECs. Such conservation further assures the mouse model as an ideal animal model for HSC development studies. Interestingly, we have identified two transcriptomically different types of intra-embryonic HECs in human embryos at different developmental stages, and the earlier one is mainly detected at Carnegie stage 10 (equal to E8.5–E9.0 in mouse embryos).^19^ However, this earlier wave of intra-embryonic HECs was not observed in mouse embryos in the present study (Fig. S4b), suggesting that the contribution of distinct hemogenic sites to the emergence of HSC-independent hematopoiesis might be different in mouse and human embryos. Taking advantage of mouse models and by using either surface marker combination PK44 or the newly established Neurl3-EGFP reporter to enrich the HEC population, we revealed here the unambiguous in vivo repopulating potential of HSC-primed HECs after in vitro co-culture and the extremely rare endothelial-hematopoietic dual potential of single cells within the enriched HEC population, which have not been achieved in human samples.

The comprehensive understanding of cellular evolutions and molecular programs underlying the specification of HSC-primed HECs combined with the important spatiotemporal cues in vivo will facilitate future investigations directing HSC formation in vitro and other related regeneration strategies. For example, multiple previously unknown TFs that might potentially play a role in the hemogenic specification from ECs (Fig. 6e) could be tried individually or in combination in the strategies of in vitro HSPC induction from pluripotent stem cells. In addition, our findings further suggest the employment of multi-step induction after the initial EC generation in such culture systems, in which hemogenic induction following but not simultaneous with the arterial induction is worth trying. Moreover, as a single marker capable of enriching the HSC-primed HECs, the novel Neurl3-EGFP reporter would further facilitate the high-throughput screening in the studies on HSPC induction from pluripotent stem cells.

## Materials and methods

### Mice

Mice were handled at the Laboratory Animal Center of Academy of Military Medical Sciences in accordance with institutional guidelines. Mouse manipulations were approved by the Animal Care and Use Committee of the Institute. The *Neurl3*^*EGFP/+*^ reporter mouse lines were generated with the CRISPR/Cas9 technique by Beijing Biocytogen. All mice were maintained on C57BL/6 background. Embryos were staged by somite pair (sp) counting: E8.0, 1–7 sp; E8.5, 8–12 sp; E9.0, 13–20 sp; E9.5, 21–30 sp; E10.0, 31–35 sp; E10.5, 36–40 sp; and E11.0, 41–45 sp. In some experiments, caudal half of E10.0 embryo was dissected under heart with limbs removed. AGM region was dissected as reported.^12^ The fluorescent dye Oregon green 488 was purchased from Invitrogen. Staining was performed as previously described^12^ except that the concentration of staining solution was 5 μmol/L and the time of staining was 3 min before washed. Primary embryonic single-cell suspension was acquired by type I collagenase digestion.

### Flow cytometry

Cells were sorted and analyzed by flow cytometers FACS Aria 2 and Calibur (BD Biosciences), and the data were analyzed using FlowJo software (Tree Star). Cells were stained by the following antibodies: B220 (eBioscience, RA3-6B2), CD3 (eBioscience, 145-2C11), CD4 (eBioscience, GK1.5), CD8a (eBioscience, 53-6.7), CD31 (BD or BioLegend, MEC13.3), CD41 (BD or eBioscience, MWReg30), CD43 (BD, S7), CD44 (eBioscience or BioLegend, IM7), CD45.1 (eBioscience, A20), CD45.2 (eBioscience, 104), CD45 (eBioscience, 30-F11), CD144 (eBioscience, eBioBV13), CD201 (eBioscience, eBio1560), Flk1 (eBioscience, Avas12a1), Kit (eBioscience, 2B8), Ly-6G (BioLegend, 1A8), and Mac-1 (eBioscience, M1/70). 7-amino-actinomycin D (7-AAD; eBioscience) was used to exclude dead cells. For index sorting, the FACS Diva 8 “index sorting” function was activated and sorting was performed in single-cell mode.

### Colony forming unit-culture (CFU-C) assay

Cells were sorted by flow cytometry and plated in 35 mm Petri dish containing 2 mL methylcellulose-based medium with recombinant cytokines (MethoCult GF M3434, STEMCELL Technologies). The cells were incubated for 7 days for colony quantification.

### OP9-based hematopoietic and endothelial potential assay

Cells were sorted by flow cytometry in single-cell mode and were then plated on the OP9 or OP9-DL1 stromal cells^51^ in IMDM (Hyclone) containing 15% fetal bovine serum (Hyclone), 1% bovine serum albumin (Sigma), 10 μg/mL insulin (Macgene), 200 μg/mL transferrin (Sigma), and 5.5 × 10^−5^ mol/L 2-mercaptoethanol (Gibco). For the endothelial potential assay, 100 ng/mL rhVEGF-165 (PeproTech) was supplemented. For hematopoietic and endothelial dual potential assay with 10 cells or single cell plated per well, both 100 ng/mL rhVEGF-165 and 50 ng/mL SCF (PeproTech) were supplemented. After 7 days of co-culture, cells were fixed in 4% paraformaldehyde for 30 min and stained with PE-conjugated or purified CD45 antibody (eBioscience, 30-F11 or BD Biosciences) to ascertain the generation of hematopoietic progeny. Subsequently, CD31 (BD Pharmingen, MEC13.3) immunohistochemistry staining was performed using standard procedures, and the formation of CD31-positive tubules in the wells was considered as having endothelial potential.

### OP9-DL1 co-culture and transplantation assay

To investigate the HSC potential of the presumed HSC-primed HEC populations in E9.5–E10.0 caudal half, CD45.1/2 embryos were used as donor for PK44 cells and *Neurl3*^*EGFP/+*^ embryos (CD45.2/2 background) for NE+ cells. FACS-purified cell populations were plated on the OP9-DL1 stromal cells in α-MEM (Gibco) supplemented with 10% fetal bovine serum (Hyclone) and cytokines (100 ng/mL SCF, 100 ng/mL IL-3 and 100 ng/mL Flt3 ligand, all from PeproTech). After 7 days of co-culture, cells were harvested and then injected into 8–12 weeks female recipients (CD45.2/2 background for PK44 cells and CD45.1/2 for NE+ cells) via tail vein, along with 2 × 10^4^ nucleated fresh bone marrow carrier cells (CD45.2/2 background for PK44 cells and CD45.1/1 for NE+ cells) per recipient. Recipients were pre-treated by a split dose of 9 Gy γ-irradiation (^60^Co). Peripheral blood cells of recipients were analyzed by flow cytometry at the indicated time points to determine the chimerism. The recipients demonstrating ≥ 5% donor-derived chimerism in CD45^+^ cells of peripheral blood were considered as successfully reconstituted. Multi-organ and multi-lineage reconstitution were evaluated as reported.^52^ Totally 1 × 10^7^ bone marrow cells obtained from the reconstituted primary recipients at 16 weeks post-transplantation were injected into the secondary recipients to investigate HSC self-renewal potential.

### Immunofluorescence

Embryos were isolated, fixed with 4% paraformaldehyde for 30 min to 2 h at 4 °C, embedded in paraffin, and sectioned at 5–6 μm with Leica RM2235. Sections were deparaffinized with ethanol of gradient concentration, then blocked in blocking solution (Zhongshan golden bridge) for 30 min at room temperature, followed by incubation with primary antibodies overnight at 4 °C. After 3 washes (3 min each) in PBS, sections were incubated with corresponding secondary antibodies (Zhongshan golden bridge) for 30 min at room temperature. After 3 washes in PBS, sections were stained with DendronFluor TSA (Histova, NEON 4-color IHC Kit for FFPE, NEFP450, 1:100, 20–60 s). The primary and secondary antibodies were thoroughly eluted by heating the slides in citrate buffer (pH 6.0) for 20 min at 95 °C using microwave. In a serial fashion, each antigen was labeled by distinct fluorophores. After all the antibodies were detected sequentially, the slices were finally stained with DAPI. Images were collected by confocal microscope (Nikon Ti-E A1/ ZEISS LSM 880). The primary antibodies were as follows: CD31 (BD Biosciences), CD44 (BD Biosciences), Endomucin (eBioscience), GFP (Cell Signaling), and Runx1 (Abcam).

### Whole-mount immunofluorescence

The body part between forelimb buds and hindlimb buds of E10.0 embryo was dissected, fixed in 2% PFA/PBS for 20 min on ice and dehydrated in graded concentrations of methanol/PBS (50%, 100%; 10 min each). To block endogenous peroxidase, samples were bleached in 5% H_2_O_2_ for 1 h on ice. For staining, the samples were blocked in PBSMT (1% skim milk and 0.4% Triton X-100 in PBS) containing 0.2% BSA for 1 h at 4 °C, incubated with PBSMT containing anti-CD44 (1:25) overnight at 4 °C, then washed 3 times in PBSMT each for 1 h at 4 °C. The primary antibody was developed by incubating HRP-conjugated anti-rat IgG antibody (1:2000 in PBSMT; Zhongshan golden bridge) overnight at 4 °C. After extensive washing with more than 3 exchanges of PBSMT, including the final 20 min wash in PBST (0.4% Triton X-100 in PBS) at 4 °C, the samples were soaked in DendronFluor TSA (Histova, NEON 4-color IHC Kit for Wholemount/Cytometry, NEWM450) for 10–30 min, and hydrogen peroxide was added to 0.03%. The enzymatic reaction was allowed to proceed until the desired color intensity was reached, and the samples were rinsed 3 times in PBST. Finally, the samples were dehydrated in 100% methanol, soaked in graded concentrations of BABB (phenylcarbinol and benzyl benzoate, 1:2)/methanol (50%, 100%; 1 min each), and stored at −20 °C until photographed.

### Single-cell RNA-seq library construction

Single cells in good condition were picked into lysis buffer by mouth pipetting. The scRNA-seq preparation procedure was based on STRT with some modifications.^53–55^ cDNAs were synthesized using sample-specific 25 nt oligo dT primer containing 8 nt barcode (TCAGACGTGTGCTCTTCCGATCT-XXXXXXXX-NNNNNNNN-T25, X representing sample-specific barcode whereas N standing for unique molecular identifiers, UMI, see Supplementary information, Table S7) and TSO primer for template switching.^56–58^ After reverse transcription and second-strand cDNA synthesis, the cDNAs were amplified by 17 cycles of PCR using ISPCR primer and 3’ Anchor primer (see Supplementary information, Table S7). Up to 56 samples were pooled and purified using Agencourt AMPure XP beads (Beckman). Four cycles of PCR were performed to introduce index sequence (see Supplementary information, Table S7). After this step, 400 ng cDNAs were fragmented to around 300 bp by covaris S2. The cDNA was incubated with Dynabeads MyOne^TM^ Streptavidin C1 beads (Thermo Fisher) for 1 h at room temperature. Libraries were generated using KAPA Hyper Prep Kit (Kapa Biosystems). After adapter ligation, the libraries were amplified by 7 cycles of PCR using QP2 primer and short universal primer (see Supplementary information, Table S7). The libraries were sequenced on Illumina HiSeq 4000 platform in 150 bp pair-ended manner (sequenced by Novogene).

### Quantification of gene expression for scRNA-seq data

We used unique molecular identifier (UMI)-based scRNA-seq method to measure the gene expression profiles within individual cells. Raw reads were first split by specific barcode attached in Read 2 for individual cells and UMI information was aligned to the corresponding Read 1. Read 1 was trimmed to remove the template switch oligo (TSO) sequence and polyA tail sequence. Subsequently, quality control was conducted to discard reads with adapter contaminants or low-quality bases (N > 10%). Next, the mm10 mouse transcriptome (UCSC) was used to align the clean reads using TopHat (version 2.0.12).^59^ Uniquely mapped reads were obtained using HTSeq package^60^ and grouped by the cell-specific barcodes. Transcripts of each gene were deduplicated based on the UMI information, while mitochondrial genes were not included for quantification. Finally, for each gene in each individual cell, the number of the distinct UMIs derived from that gene was regarded as its copy number of transcripts.

### Quality control and normalization of sequencing data

For the 662 sequenced single cells from E9.5–E11.0 embryos of totally 29 embryos, we only retained cells with more than 2000 genes and 100,000 transcripts detected. Then, 597 cells passed the filter standards. Gene expression levels in each cell were normalized by log_2_(TPM/10 + 1), where TPM (transcripts-per-million) was calculated as (the number of UMIs of each gene/all UMIs of a given cell) ×1,000,000. Since the UMI number of most of our samples was less than the order of 1,000,000 transcripts, the TPM values were divided by 10 to avoid counting each transcript for several times. On average we detected 7035 genes (range from 2266 to 10,843) and 636,418 transcripts (range from 103,793 to 2,959,573) expressed in each individual cell.

Additionally, we also sequenced 96 single cells with a PK44 immunophenotype (CD41^−^CD43^−^CD45^−^CD31^+^CD201^+^Kit^+^CD44^+^) from E10.0 AGM regions of totally 9 embryos, 47 T1 pre-HSCs (CD31^+^CD45^−^CD41^low^Kit^+^CD201^high^) from E11.0 AGM regions of totally 18 embryos, 48 single cells with an immunophenotype of CD41^−^CD43^−^CD45^−^CD31^+^CD44^+^Neurl3-EGFP^+^ from Neurl3-EGFP reporter mouse embryos and 579 single cells from E8.0–E9.0 body regions of totally 24 embryos. The same quality control criteria and normalization method described above were applied to these additional datasets. In total, 1432 single cells were sequenced and 1325 cells passed the filter standards and were used for downstream analyses (see Supplementary information, Table S1).

### Dimensional reduction and clustering

We used Seurat R package (version 2.3.4)^61^ for further analyzes and exploration of our single cell RNA sequencing data, such as identification of highly variable genes (HVGs) and differentially expressed genes (DEGs), dimension reduction using PCA or t-SNE, unsupervised clustering and so on. A standard analysis process is briefly described below. First, only genes expressed in at least 3 single cells were retained so as to exclude genes that were hardly expressed. Then, FindVariableGenes function was used to select HVGs on log2 (TPM/10 + 1) transformed expression values. Genes with average expression more than 1 and less than 8 and dispersion greater than 1 were identified as HVGs. To mitigate the effect of cell cycle, HVGs not included in the direct cell cycle GO term (GO:0007049) (Supplementary information, Table S7) were used as inputs for PCA dimension reduction. Elbow method was employed to select the top relevant PCs for subsequent t-SNE dimension reduction and graph-based clustering.^28^

For the initial dataset from E9.5–E11.0 body and DA locations, we select top 15 PCs for clustering using FindClusters with default settings, to obtain 6 major clusters. Negative control cells with a non-EC immunophenotype and cells grouped with these negative control cells were reclassified specifically into the Neg cluster. The remaining cells were assigned as vEC, earlyAEC, lateAEC, HEC and HC clusters based on the clustering results. Next, cells in Neg cluster and cells with *Ptprc* or *Spn* expression level greater than 1 were removed. Then, the filtered initial dataset was used for analyzes of subdatasets, including subdividing of HEC cluster, subdividing of earlyAEC cluster and in-depth analyses of earlyAEC, lateAEC and HEC clusters. The filtered initial dataset was also included in three combined datasets of combining PK44 cell population, PK44 and T1 pre-HSC cell populations, and PK44 and Neurl3-EGFP cell populations, respectively. Dimension reduction and clustering analyses for subdatasets and combined datasets abovementioned also followed the same procedure as described above. See Supplementary information, Table S1 for detailed cell information.

For combined dataset from earlier dataset (E8.0–E9.0 body location) and initial dataset (E9.5–E11.0 body and DA locations), we redid the dimension reduction and clustering analyses over again. Same as the processing of initial dataset, negative control cells with a non-EC immunophenotype and cells grouped with these negative control cells were reclassified manually into Neg cluster. The remaining cells were assigned as vEC, pEC, pAEC, earlyAEC, lateAEC, HEC and HC based on the clustering results. The new clustering results are highly consistent with the previous ones within the common cell populations. Next, cells in Neg cluster and cells with *Ptprc* or *Spn* expression level greater than 1 were removed. Cells in pEC, pAEC, lateAEC and HEC and cells from T1 pre-HSC dataset were retained for further analysis.

### Identification of DEGs

DEGs were identified using FindMarkers or FindAllMarkers functions with default Wilcoxon rank sum test and only genes detected in a minimum fraction of 0.25 cells in either of the two populations were considered. Genes with fold-change ≥ 2 and adjusted *P* value ≤ 0.05 were selected as DEGs.

### Arterial and venous feature score

Arteriovenous marker genes previously known or inferred from the artery development pattern genes, including 10 arterial genes (*Dll4*, *Igfbp3*, *Unc5b*, *Gja4*, *Hey1*, *Mecom*, *Efnb2*, *Epas1*, *Vegfc* and *Cxcr4*) and 3 venous genes (*Nr2f2*, *Nrp2*, and *Aplnr*),^35,62–64^ were selected to perform the arteriovenous feature scores. First, we scaled the log_2_(TPM/10 + 1) expression values of each marker gene to 0–10 scale among all the sample cells after quality control. Second, for each cell, we averaged the scaled values of arterial genes and venous genes, respectively. Third, the averaged values were rescaled to 0–10 scale across all the sample cells to finally achieve the arterial and venous scores. For each population, the arterial and venous scores of all of the cells within the population were average. The 50% confidence ellipses were also calculated to show the main distribution ranges. We chose score value = 5 as the threshold to infer the arterial or venous identity of vascular ECs, as the distribution of individual cells was in line with the notion showing essentially no arterial/venous double positive cells.

### Cell cycle analysis

For cell cycle analysis, cell cycle-related genes consisting of a previously defined core set of 43 G1/S genes and 54 G2/M genes were used^58,65^ (see Supplementary information, Table S7 for detailed gene lists). We used a way similar to Tirosh et al.^66^ to classify the cycling phases of the cells. We calculated the average expression of each gene set as corresponding scores, and manually assigned cells to approximate cell cycle phases based on the scores. Namely, cells with G1/S score  < 2 and G2/M score < 2 were assigned as “quiescent”, otherwise “proliferative”. Among proliferative cells, those with G2/M score > G1/S score were assigned as “G2/M”, and those with G1/S score > G2/M score were assigned as “G1” when G2/M score < 2, or as “S” when G2/M score ≥ 2.

### Constructing single-cell trajectories

Monocle 2 (version 2.6.4)^67^ and Mpath (version 1.0)^68^ were adopted to infer the development trajectory of selected cell populations. Monocle 2 can construct single-cell trajectories and place each cell at its proper position in the trajectory, even a “branched” trajectory corresponding to cellular “decisions”. We followed the official vignette with recommended parameters. Briefly, UMI count data of given cell populations was used as input and genes with more than 1.5 times of fitted dispersion evaluated using dispersionTable function were identified as HVGs. To reduce the influence of cell cycle effect, HVGs not included in the direct cell cycle GO term (GO:0007049) were retained as ordering genes for the subsequent ordering cells.

For Mpath analysis, the log_2_(TPM/10 + 1) normalized data of HVGs identified by using Seurat method were used as inputs. The cluster labels defined by clustering procedures described above were used as landmark cluster assignment of individual cells. Based on the results of the Mpath analyses, we specified the starting point and developing directions according to the development time and visualized the results on t-SNE plot.

### Patterns of DEGs among multiple clusters

In the case of identification of gene patterns in more than two clusters, analysis of variance followed by Tukey’s HSD test for pairwise comparison was adopted to identify DEGs (genes with adjusted *P* value < 0.05 and fold change > 2 or < 0.5). For identification of patterns in earlyAEC, lateAEC and HEC clusters, only 1005 DEGs resulted from the pairwise comparisons of earlyAEC and lateAEC and of earlyAEC and HEC were retained. According to the changed directions of HEC and lateAEC as compared to earlyAEC, we could assign these DEGs into 8 patterns as illustrated. TF network visualization was implemented as follows. First, the average expression values of genes included in each pattern were calculated as their representative expression levels. Then, the representative expression levels of 8 patterns and the expression profile data of TFs included in these patterns were combined as input for construction of “signed hybrid” weighted gene co-expression network analysis using WGCNA.^69^ Next, we used 0.01 as adjacency threshold for including edges in the output to export network, which was then imported into Cytoscape^70^ for visualization. We also calculated Pearson correlation coefficient between each TF and the pattern it belongs to.

For identification of patterns in pEC, pAEC, earlyAEC and HEC clusters, all 2851 DEGs among them were retained. We used ConsensusClusterPlus function with k-means algorithm on top 500 DEGs to achieve five stable clusters. Then all DEGs were reassigned into one of the five patterns according to which pattern had maximum average Pearson correlation coefficient with a given DEG. Note that we used a downsampled dataset in the visualization related to the five patterns in order to show more detailed changes along the development trajectory. Sixty cells were randomly sampled from pEC and pAEC clusters, respectively.

### Identification of HEC signature genes

We first compared HEC to every cluster to get the overrepresented genes, which were up-regulated across each of the other 4 clusters (vEC, earlyAEC, lateAEC and HC) within filtered initial dataset. To make sure the accuracy of HEC overrepresented genes, we used both wilcox and roc method to perform the DEG analysis. Only the DEGs identified by both methods were regarded as HEC overrepresented genes. Finally, 25 cluster HEC-overrepresented genes were retained. In order to not only identify the endothelium with hemogenic potential, but also discriminate those HSC-primed hemogenic ECs from yolk sac-derived early hematopoietic populations such as erythro-myeloid progenitors, genes highly expressed in erythro-myeloid progenitors (*Gsta4*, *Spi1*, *Alox5ap* and *Myb*) as reported^71,72^ were excluded. In addition, genes not highly expressed (log_2_(TPM/10 + 1) < 2) in HEC or highly expressed (log_2_(TPM/10 + 1) > 2) in every clusters were also excluded. Finally, eleven HEC-overrepresented genes were retained as HEC signature genes.

### SCENIC analysis

SCENIC^73^ could reconstruct gene regulatory networks from scRNA-seq data based on co-expression and DNA motif analysis. Here, we used SCENIC R package (version 1.1.1-9) to identify refined regulons, each of which represented a regulatory network that connects a core TF with its target genes. We followed the “Running SCENIC” vignette in the R package with default settings. We identified 507 unique regulons, among which 75 regulons significantly overlapped with the 2851 significantly changed genes were retained. Fisher’s exact test was employed to estimate the statistical significance of their overlaps. The 75 core TFs were considered as putative driving force to orchestrate the dynamic molecular program during HEC specification, given the simultaneous co-expression of the core TF and its predicted targets in a given regulon.

### Gene set variation analysis

Through gene set variation analysis, gene-level expression profiles could be transformed into pathway-level enrichment score profiles using GSVA R package^74^ coupled with KEGG pathways.^75^ We used ssgsea method^76^ to estimate gene-set enrichment scores of each cell. Two-sample Wilcoxon test was employed to find differentially enriched pathways between involved clusters. Adjusted *P* value < 0.05 was considered statistically significant.

### TFs and cell surface molecules

Genes were marked as TFs according to 1485 TFs included in AnimalTFDB 2.0,^77^ and marked as surface molecules according to 871 high-confidence surfaceome proteins identified in Cell Surface Protein Atlas.^78^ See Supplementary information, Table S7 for the detailed gene lists.

### Statistical analysis

All statistical analyses were conducted in R version 3.4.3. Two-sample Wilcoxon Rank Sum test was employed for comparisons of gene numbers, transcript counts, or gene expression levels between two clusters of cells. We referred to statistically significant as *P* < 0.05 (if not specified). Network enrichment analyses and gene ontology biological process enrichment analyses were performed using Metascape (http://metascape.org)^79^ and clusterProfiler,^80^ respectively.

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary Figure S3

Supplementary Figure S4

Table S1

Table S2

Table S3

Table S4

Table S5

Table S6

Table S7

## Data Availability

The scRNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE139389.

## Code availability

Code is available on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

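The data are mouse single cells from embryos of E8.0 to E11.0 in 44 libraries, with 1432 cells of which 1325 passed the authors' filter on genes and transcripts per cell. Endothelial cells were sorted as CD45-CD31+CD144+ from the body without head, limb buds, heart and visceral bud, or from the dorsal aorta marked by injected Oregon green, and control cells as CD45-CD31-CD144-. PK44, T1 pre-HSC and NE+ cells were sorted from the AGM region by surface proteins, NE+ also by the Neurl3-EGFP reporter. The authors assigned reads to cells by barcode, aligned them to mm10 and counted each tag of 8 nucleotides once per gene and cell. The files therefore hold UMI counts, whole numbers for 23154 genes per cell, of which 4203 genes had no UMI in any cell. They hold no mitochondrial gene and no EGFP row, so neither a mitochondrial share nor EGFP could be computed. A tag of 8 nucleotides has 65536 codes, and the highest count of a gene in a cell was 64721 (Rn45s), then 62950 (Hbb-y), so counts of these genes in single cells are near the ceiling.

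UMI totals ran from 2042693 to 50813793 per library, and a count of 0 is given with the limit that 3 counts set. For scores and correlations, counts were scaled per cell and transformed as the paper does, log2(TPM/10+1), with scaled UMIs as TPM. Cell groups are the authors' (Table S1). Raw counts were summed per library and group with at least 4 cells, which gave 37 groups of the initial clusters, PK44 and T1 pre-HSC and 45 of the path, and genes were kept by filterByExpr (14403 and 14312 genes, and 10951 for the vEC runs). The fits used TMM, edgeR 4.0.16's quasi-likelihood test, R 4.3.3 and limma 3.58.1, with DESeq2 1.42.0 as an alternative. The common dispersion was 0.769, 0.735 and 0.491. Calls need an adjusted p under 0.05 and a log2 fold change of at least 1, the paper's thresholds. Cell measures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9. tif-HEC is HEC and PK44 together. Groups with 1 library were not tested and carry exact Clopper-Pearson or Poisson intervals at 95%. Cell cycle phases follow the paper's threshold of 2 and arteriovenous scores its threshold of 5, and the phases equalled those given in Table S1 in 206 of 206 cells compared. To test depth, cells were thinned to 100000 UMIs. Cells were picked singly and no doublet caller was run.

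Gene lists were written down before the data were examined and tested with edgeR's camera at its preset correlation of 0.01 and again with an estimated correlation, with adjustment over lists and comparisons. They are cytosolic ribosomal proteins (82 genes), ribosome biogenesis, translation initiation, the spliceosome, G1/S and G2/M genes, endothelial markers, the arterial and venous genes of the score, other arterial genes, Notch, Rap1, TNF and NFκB and BMP signalling, blood transcription factors, pan-leukocyte, myeloid, megakaryocyte, erythroid, mesenchymal and neural or epithelial markers, immediate early and stress genes, flow response, glycolysis, serine and one-carbon metabolism, Hox genes, basement membrane, coagulation, antigen presentation and interferon, Y-linked genes, and 5 lists of genes the paper names (pre-HSC, HEC, T1, path and the Fig. 4a signature). Genes named are those the paper names for the comparison, members of those 5 lists, and the 10 largest rises and 10 largest falls past the thresholds with all libraries separated. Genes in the paper's tables had been seen beforehand, and members of other lists are named after their values were seen. Gene positions are from GENCODE vM21 on GRCm38.

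Alternatives tried were DESeq2's size factors, no low-count filter, DESeq2's test, a fit of the 2 groups alone, limma on library means of log2(TPM/10+1), minimums of 10 and 3 cells, library as a block, each library of a group of 5 or fewer left out in turn, E10.0 DA libraries only, cells with Ptprc or Spn included, tif-HEC of PK44 only and stage as a covariate. A setting without Rn45s and globin genes was chosen after the counts near the ceiling were seen. To see whether groups of the same library are alike, the residuals of the 2 groups were correlated across genes. Pearson's r was 0.0984 to 0.166 in the 3 libraries with HEC and earlyAEC, the own library giving the highest r in 3 of 3, and 0.0231 to 0.136 for pAEC and pEC, 11 of 16. The blocked counts are given where they move a result. The fits were tested on simulated data, in which 27% of 4-fold and 45% of 8-fold changes were found for HEC and earlyAEC, 21% and 41% for lateAEC and earlyAEC, 24% and 36% for T1 pre-HSC and tif-HEC, and 58% and 81% for pAEC and pEC. In the last, 562 of 1307 real calls fell on genes with a dispersion over 4. Cells that failed the authors' filter and control cells were left out of the comparisons.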

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

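The tests of depth and of sampling between the T1 libraries, and the other splits of the libraries, were chosen after the results were seen.

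Among 94 groups of 4 to 10 libraries, a single library lay far from the others in 11. The rule picks about 1 in 20 by chance only for normally spread values. Many of these CPM are skewed or near 0, so 11 cannot be set against that rate. In HC these were Runx1 in EC16 (564.9 CPM, others 294.9 to 340.1), Spi1 in EC9 (38.62, others 0 to 12.36), Neurl3 in EC8 (16.13, others 0 to 4.734) and Myb in EC11 (4.624, others 0.2151 to 1.493). Bcl11a in EC9 (0.195) and Gfi1 in EC17 (0.2735) stood above others that were all at 0, where the rule picks any count. In earlyAEC they were Kdr in EC17 (426.2 CPM, others 222 to 250.9), Dll4 in EC46 (148.6, others 176.7 to 185.7), Bgn in EC46 (10, others 42.47 to 52.37), Hoxa5 in EC46 (37.25, others 0 to 6.112) and Spn in EC47 (1.051, others 0 to 0.1099). No cause was tested for these.

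Libraries of the same stage and dissection but another run of labels, which the paper does not compare in this way, differed in 246 genes among vEC of E10.0 body and in 9 among vEC of E9.5 body. After all E10.0 libraries were thinned to the smallest, 89.8% of the calls (221 of 246) were still made, against depth as the whole cause, although mean UMIs were 6673630 and 11702100. At E9.5, 8 genes were higher and 1 lower, the highest of the other splits of 35 gave 0, and 677 genes had an unadjusted p under 0.05. Whether the difference between runs recurs at another stage stays open, since 9 genes lie between the 5 and 25 set in advance. Genes per cell and the share of ribosomal UMIs moved with the runs, with 4891 to 5586 genes and 10.84 to 13.18% in EC4 to EC7 against 6701 to 7440 genes and 16.61 to 18.35% in EC29 to EC32, also where UMIs per cell were alike (EC7 and EC30). RNA quality was not tested and stays open. No biological explanation was tested, as the design gives none.

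The 2 T1 pre-HSC libraries differed in proliferative cells by 49.1 percentage points. Thinning kept 80.6% of the gap (39.6 points), against depth as the whole cause. Against sampling of cells from a common population as the whole cause, Fisher's exact p was 0.00194, 0.0148 after thinning and 0.0089 at a score threshold of 1.5, though 0.124 at 2.5. It counts cells and does not measure how far T1 libraries vary. A different mix of cells cannot be told apart from a difference in cycling: between EC82 and EC81 the median log2 difference was 0.936 over pan-leukocyte genes (20 of 27 above 0), -0.569 over endothelial markers (3 of 29 above 0), 0.73 over G1/S genes (42 of 43) and -0.80 over immediate early and stress genes (4 of 33). Handling of the libraries was not tested and stays open. The design holds no biological factor between them, so none was tested.

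Immediate early and stress genes were higher in lateAEC than in earlyAEC, which could reflect handling of the late DA libraries or arterial maturation. Within the E10.5 library lateAEC exceeded earlyAEC by a median of 2.49 on the log2 scale, in 33 of 33 genes, as maturation would give. The earlyAEC cells of that library were not above those of E10.0 but lower (median log2 difference -0.803, upper quartile -0.136), which was set in advance as evidence against handling. It stays open, because both values rest on the same 4 earlyAEC cells and HEC of that library were higher than HEC of E10.0 by 0.99. Handling and maturation therefore cannot be told apart here.

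Other splits of the same libraries into groups of the same sizes were counted, and in each case only the real split (1) gave as many genes. For the E10.0 vEC runs, which were not drawn from the values, the real split gave 246 genes and the highest other of 35 splits 1. A given split leads by chance in 1 of 35 cases, so chance is unlikely but not excluded. Which embryos went into which library is not known, so libraries of a run may not be independent. The other comparisons are of clusters that the authors drew from the same values, so a lead of the real split was built in and says nothing about chance. For HEC against earlyAEC the real split gave 458 genes and the highest other of 56 splits 122, and for HEC against HC 2545 and 552 of 84 splits. With 100 splits drawn, HEC against vEC gave 1365 and 185, pAEC against pEC 1307 and 265, where none of the drawn splits parted as many pairs of the same library, and earlyAEC against pAEC 841 and 308.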

How the results depend on the processing

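The setting without Rn45s and globin genes was chosen after the data were seen. Of named-gene results over all settings, 1746 stayed on the same side of the threshold in the same direction, 104 fell below it and 65 passed it. Of gene list results 2132 stayed, 141 weakened, 52 strengthened and 2 reversed, and of gene counts 84 stayed within 1.5 times and 62 did not. By edgeR's camera, reversed were the G1/S list in HEC against vEC with library as a block (unadjusted p = 0.000839) and the pan-leukocyte list in T1 pre-HSC against tif-HEC without EC81 (unadjusted p = 0.00568, and 0.00568 to 0.967 over the libraries left out). The counts of genes that moved are given in the order HEC against earlyAEC, lateAEC, vEC, lateAEC against earlyAEC, PK44 against HEC and earlyAEC, T1 pre-HSC against tif-HEC, pAEC against pEC, earlyAEC against pAEC and the vEC runs, with those absent that did not move. By DESeq2 they were 829, 1093, 162 (lateAEC against earlyAEC), 153, 559, 18 and 440 (vEC runs), and by limma 125 (lateAEC against earlyAEC), 15, 515, 84, 199 and 615. With only the 2 groups fitted they were 239 (HEC against earlyAEC), 3 (lateAEC against earlyAEC), 0 (PK44 against HEC), 135, 620 (pAEC against pEC) and 430. With a minimum of 10 cells they were 264, 981, 76, 117, 469, 10 and 452, and with 3 cells 306 (HEC against lateAEC), 3 (PK44 against HEC), 164 and 539 (earlyAEC against pAEC). Without a low-count filter PK44 against HEC gave 20 and pAEC against pEC 2335. With library as a block HEC against lateAEC gave 350, HEC against vEC 211, lateAEC against earlyAEC 51 and pAEC against pEC 665. HEC against earlyAEC gave 799 in E10.0 DA libraries only and 815 with Ptprc or Spn cells included, and T1 pre-HSC against tif-HEC of PK44 only gave 2. The cause was not tested.

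Leaving out a library gave 220 to 452 genes for HEC against earlyAEC, 163 to 445 against lateAEC, 0 to 45 for lateAEC against earlyAEC, 1 to 32 for PK44 against HEC, 25 to 360 against earlyAEC, 0 to 9 for T1 pre-HSC and 81 to 447 for the vEC runs. Of the comparisons with larger groups, only EC46, EC47 and EC63 were left out, which gave 383 to 675 for earlyAEC against pAEC, 2127 to 2208 for HEC against HC and 934 to 1204 for HEC against vEC, the last 2 within 1.5 times, and pAEC against pEC was not run with a library left out. Where a group was left with 1 library, it is assumed to vary like the other groups. The difference in proliferative cells ran from 43.98 to 56.96 points, with an exact permutation p = 0.0667 without an HEC library, the smallest that design gives. At a score threshold of 1.5 it was 24 (exact permutation p = 0.107). List tests past the threshold fell from 182 to 97 with an estimated correlation. The HEC share was 50.48% with Ptprc or Spn cells. The clustering with earlier stages was counted with those cells put back too, and gave the same share. Without them its path cells held 33 HEC from E10.0 DA, as in the main result. The ratio of mean ribosomal shares was 1.18 over all libraries (unpaired exact permutation p = 0.0179), and the share of HEC past the arterial threshold 51.28% at 4. Pearson's r of NE+ with tif-HEC was 0.857 over transcription factors, and r with Runx1 in HEC and earlyAEC only was 0.1611 for Cd44 and 0.5156 for Kit. HEC against HC could not be run with a minimum of 10 cells. Library as a block was not run for PK44, T1 pre-HSC, HEC against HC and earlyAEC against pAEC, where no library has both summed groups, nor earlyAEC against pAEC in body libraries of E9.0 to E10.0 only, and for the vEC runs a fit of the 2 groups alone is the same fit. The share of simulated changes found, given with the processing, is what depth and library number limit.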

Differences from the paper's values

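The paper's tests took cells as replicates and those here took libraries, at the paper's thresholds for adjusted p and fold. The paper lists 345 genes higher in HEC than in earlyAEC, where 108 were found here. Of the alternatives set before the data were examined, the E10.0 DA libraries only (276) and the cells with Ptprc or Spn included (345) come within 1.5 times of the paper's value. The others do not: 115 with DESeq2's size factors, 122 without a low-count filter, 207 by DESeq2, 62 with only the 2 groups, 212 by limma, 43 and 198 with minimums of 10 and 3 cells, 132 with library as a block and 63 to 115 with a library left out.

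The paper lists 948 genes higher in HEC than in lateAEC, where 205 were found. No alternative comes within 1.5 times of it, the nearest being 526 with a minimum of 10 cells, 518 by DESeq2 and 432 by limma. The paper lists 25 genes higher in HEC than in each of the other 4 clusters, where 4 were found, and 25 of its 25 genes lay above 0 in all 4 comparisons.

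The paper states that NE+ cells resembled tif-HEC most. Here Pearson's r was highest with HEC, which is part of tif-HEC. That with earlyAEC exceeded that with tif-HEC, over 8436 expressed genes and over transcription factors (values at that claim). The other part of tif-HEC, PK44, had r = 0.888 over the 8436 genes. PK44 cells had a median of 338488 UMIs and NE+ cells 641745, and the effect of depth on r was not tested. The paper took highly variable genes, so the gene sets differ too. The paper shows Col4a1 lower and Spi1 higher in T1 pre-HSC than in tif-HEC. Neither was called in any setting run, with log2 fold changes of -0.10 and 0.05, although set against PK44 alone the means of both go the paper's way. RNA splicing is placed by the paper on the T1 side of its second principal component, while splicing factors as a list were lower in T1 pre-HSC here. The paper states different levels of Ltbp4 in the arterial clusters, which passed here by limma only and not with edgeR (adjusted p = 0.367). It gives Gfi1 and Neurl3 as higher in HEC. Against vEC and HC both were called, but against earlyAEC only by limma, in E10.0 DA libraries alone or, for Neurl3, with only the 2 groups fitted. The paper reports no batch effect between experiments, while 246 genes differed between runs of vEC here, and the paper's embedding of all cells was not repeated. Table S5 marks Eya2 and Lmo1 among the 11 signature genes, where Fig. 4a shows Dnmt3b and Rangrf.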

Other observations

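The tests without Rn45s and globin genes, which gave 431 genes for HEC against earlyAEC, were chosen after the data were seen. From pAEC to earlyAEC, 10 of 25 antigen presentation and interferon genes were higher (15 adjusted over the list alone, camera adjusted p = 7.00e-12), which the paper's text does not mention. In the same step 8 of 15 glycolysis genes were lower (13 adjusted over the list alone, camera adjusted p = 9.62e-10, adjusted p = 0.0849 with an estimated correlation), among them Gapdh, Pkm and Ldha, named after their values were seen. The serine and one-carbon genes were higher in HEC than in earlyAEC in 5 of 24, Phgdh, Psat1, Atic, Cad and Ahcy (10 adjusted over the list alone, camera adjusted p = 4.25e-11). Hox genes were higher in HEC than in HC in 15 of 30 (17 adjusted over the list alone, camera adjusted p = 8.62e-05, adjusted p = 0.0743 with an estimated correlation), and HC came from E9.5 only. Flow response genes were higher in lateAEC than in earlyAEC as a list (14 of 16 above 0, camera adjusted p = 2.62e-06, adjusted p = 0.0666 with library as a block).

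In HEC against earlyAEC further lists gave these results. Past the threshold and higher were translation initiation (31 of 35 above 0, camera adjusted p = 0.00369, adjusted p = 0.359 with an estimated correlation), pan-leukocyte genes (camera adjusted p = 0.000219) with Coro1a, Ptpn6 and Ptpn7 higher and Lcp1 lower, and the Fig. 4a signature (11 of 11 above 0, camera adjusted p = 1.15e-09), which the study chose. Lower were other arterial genes (2 of 15 above 0, camera adjusted p = 7.03e-06), with Sox17, Nrp1 and Acvrl1 called. Not past it were BMP signalling (9 of 29 above 0, camera adjusted p = 0.078), myeloid (6 of 10 above 0, camera adjusted p = 0.07), mesenchymal (4 of 17 above 0, camera adjusted p = 0.643) and neural or epithelial markers (2 of 10 above 0, camera adjusted p = 0.849), coagulation (10 of 24 above 0, camera adjusted p = 0.0654), the HEC genes the paper names (14 of 25 above 0, camera adjusted p = 0.502), its T1 genes (6 of 8 above 0, camera adjusted p = 0.17), its path genes (2 of 6 above 0, camera adjusted p = 0.401) and Y-linked genes (1 of 4 above 0, camera adjusted p = 0.688). Nor were the venous, megakaryocyte, erythroid, immediate early and stress, flow response, glycolysis, Hox and antigen presentation and interferon lists (camera adjusted p = 0.0824 to 0.866). Xist had a log2 fold change of 0.70 (adjusted p = 0.903).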
